# A genetic analysis reveals novel histone residues required for transcriptional reprogramming upon stress

**DOI:** 10.1093/nar/gkaa081

**Published:** 2020-02-17

**Authors:** Cristina Viéitez, Gerard Martínez-Cebrián, Carme Solé, René Böttcher, Clement M Potel, Mikhail M Savitski, Sara Onnebo, Marc Fabregat, Ali Shilatifard, Francesc Posas, Eulàlia de Nadal

## Abstract

Cells have the ability to sense, respond and adapt to environmental fluctuations. Stress causes a massive reorganization of the transcriptional program. Many examples of histone post-translational modifications (PTMs) have been associated with transcriptional activation or repression under steady-state growth conditions. Comparatively less is known about the role of histone PTMs in the cellular adaptive response to stress. Here, we performed high-throughput genetic screenings that provide a novel global map of the histone residues required for transcriptional reprogramming in response to heat and osmotic stress. Of note, we observed that the histone residues needed depend on the type of gene and/or stress, thereby suggesting a ‘personalized’, rather than general, subset of histone requirements for each chromatin context. In addition, we identified a number of new residues that unexpectedly serve to regulate transcription. As a proof of concept, we characterized the function of the histone residues H4-S47 and H4-T30 in response to osmotic and heat stress, respectively. Our results uncover novel roles for the kinases Cla4 and Ste20, yeast homologs of the mammalian PAK2 family, and the Ste11 MAPK as regulators of H4-S47 and H4-T30, respectively. This study provides new insights into the role of histone residues in transcriptional regulation under stress conditions.

## INTRODUCTION

Stress jeopardizes cell viability. In this context, the regulation of gene expression is one of the most important cell responses to achieve rapid adaptation to stress (1,2). Changes in the environment trigger a large common transcriptional response in budding yeast, which is characterized by the re-direction of resources from rapid proliferation to stress protection. Stress-induced genes related to defense against reactive oxygen species and DNA damage, carbohydrate metabolism and energy generation functions are up-regulated, whereas stress-repressed genes, which have growth-related functions, such as translation and ribosome biogenesis, are down-regulated (3–6). Although transcriptome changes have common features, some aspects of the response triggered by specific transcription factors are unique to each individual stress (7–9). Over the past few years, different chromatin modifying and remodeling activities have been dissected in response to stress (e.g. (10–14)). Furthermore, transcriptional stress responses are sophisticated and finely tuned; the magnitude and duration of the response is proportional to the degree of perturbation, and different perturbations result in distinct expression signatures (7,15,16). Several layers of regulatory elements control such dynamic response, from the combinatorial network of transcription factors binding (8,9) to the activity of specific chromatin remodelers, which shape the duration and intensity of the transcriptional response (e.g. SWI/SNF, RSC and SAGA) (11,14,15,17) or attenuate it (INO80 and ISWI) (12,18), according to the cellular requirements.

Chromatin dynamics are essential for transcriptional regulation. Nucleosome dynamics and histone post-translational modifications (PTMs) can influence transcription initiation and elongation by modulating chromatin compaction and accessibility for regulatory proteins (19–22). To date, the most widely described PTMs have been reported to occur in the unstructured histone tails that protrude from the nucleosome core. However, over the last few years, novel modifications have been discovered in the globular domains of histones (23–25), thereby increasing our knowledge of how PTMs respond to and influence transcriptional regulation. High-throughput phenotype analyses of histone residues have been done in various stress conditions and have been instrumental to define histone modification patterns upon stress. For instance, screenings were performed using a comprehensive library of histone H2A and H2B mutants to assess the biological function of each amino acid residue involved in environmental perturbations, including DNA damage and heat stress, as well as to monitor heterochromatin gene silencing and genome stability (26). Also, a library of 486 systematic histone H3 and H4 substitution and deletion mutants was used to probe fitness contributions of each residue to perturbations of chromosome integrity and transcription, mapping global patterns of chemical sensitivities and requirements for transcriptional silencing onto the nucleosome surface (27). In addition, other single gene and genome-wide studies revealed that many histone modifications have far greater effects on the dynamics of gene expression upon a rapid and dramatic reorganization of the yeast transcriptome than on steady-state transcription (e.g. in response to phosphate starvation (28), galactose (29) or diamide (30,31)). Indeed, a database of phenotypes for systematic collections of histone mutants has been reported (HistoneHits), which combines described phenotypes with information about sequences, structures, post-translational modifications, and evolutionary conservation (32). However, to date, high-throughput analysis of osmotic and heat stress-induced transcription on histone mutant libraries has been largely unexplored. Here, we performed high-throughput screenings to identify the histone residues and PTMs required for transcriptional reprogramming upon heat stress and osmostress. This work offers a new comprehensive global map of the histone requirements for transcriptional reprogramming in yeast in response to stress, thus providing further insights into the biology of histone modification. Moreover, following the results of the screening, and as a proof of concept of its effectiveness, we selected the residues H4-S47 and H4-T30 for further analysis. Our results contribute to increasing current understanding of the regulation of these individual histone residues in the context of stress-responsive transcription.

## MATERIALS AND METHODS

### Yeast strains and plasmids

The *Saccharomyces cerevisiae* histone H3/H4 mutant library (27) commercially available from Open Biosystems, and the H2A/H2B SHIMA collection (33) were used for the screenings. A total of 569 histone point mutants were analyzed covering histones H3, H4, H2A and H2B. Specifically, 195 and 150 non-essential point mutants of histones H3 and H4, respectively, were obtained from the Open Biosystems library (27). Of note, for this study we discarded from this library (i) histone mutant residues that are essential for cell viability and carry a histone wild-type copy; (ii) mutants that comprised histone fragment deletions and (iii) multiple amino acid substitutions in the same strain. Additionally, 112 histone mutants of H2A and 112 histone mutants of H2B were obtained from the SHIMA library (34). For the transcriptional screenings, quadruple Venus (qV) fluorescence protein fused to the promoter of stress-responsive genes (p*ALD3-*qV, p*HSP82-*qV and p*STL1-*qV) was used as a reporter. pRS-based reporter plasmids were constructed by cloning stress-induced promoters amplified by PCR from yeast genomic DNA between *SacI* and *SpeI*. Plasmids pSP30 (pRS305-p*ALD3* (-664-0)-Quadruple Venus from (16)), pMT1 (pRS305-p*STL1* (-800-0)-Quadruple Venus and pCV1 (pRS305-p*HSP82* (-800-0)-Quadruple Venus) were used. The plasmids were integrated into wild-type BY4742α (MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0) or Y5563α (*MATα his3Δ*1, *leu2Δ*0, *ura3Δ*0, *met15Δ*0, *can1Δ::*p*MFA1-HIS3*, *lyp1*Δ) strains (35) to construct query strains. Stronger expressing transformants were selected by microscopy.

For H3/H4 query strain construction, BY4742 was transformed with *KasI*-linearized plasmid pRS305 p*ALD3-qV-LEU*, pRS305 p*HSP82-qV-LEU* and pRS305 p*STL1-qV-LEU*, and transformants were plated on SD-*LEU* media to select for the integrated *LEU2* marker and the pRS305 backbone. For H2A/B query strain construction, Y5563 was transformed with the p*MFA1-URA3-NatMX4* cassette to swap *HIS3* by *URA3-NatMX4*, obtaining the Y5563 *can1Δ::*p*MFA1-URA3-NatMX4*. Transformants were selected on YPD plates containing cloNAT. Selected clones were transformed with *KasI*-linearized plasmid pRS305 p*ALD3-qV-LEU*, pRS305 p*HSP82-qV-LEU* and pRS305 p*STL1-qV-LEU*, and transformants were plated on SD-*LEU* media. Finally, *LEU2* marker was swapped by the KanMX4 cassette and transformants were selected on YPD plates containing G418. Additionally, *TRP1* gene was swapped by the HphNT1 cassette and transformants were selected on YPD plates containing hygromycin B. Thus, the following strains were used in this study: YCV1 (BY4742 *MATα leu2::LEU2* p*ALD3-*qV); YSO63 (BY4742 *MATα leu2::LEU2* p*STL1*-qV); YCV4 (BY4742 *MATα leu2::LEU2* p*HSP82*-qV); YCV86 (Y5563 *MATα* p*ALD3-*qV*-KanMX4 can1*Δ::p*MFA1-URA3-NatMX4 TRP1::HPH*); YCV88 (Y5563 MATα p*STL1*-qV-*KanMX4 can1*Δ::p*MFA1*-*URA3-NatMX4 TRP1::HPH*) and YCV87 (Y5563 MATα p*HSP82*-qV-*KanMX4 can1*Δ::p*MFA1*-*URA3-NatMX4 TRP1::HPH*).

### Mating procedure

Manipulations were carried out using a Singer RoTor colony pinning robot. Mating was performed as previously described (35) with some modifications. The histone libraries were arrayed in 96-colony format on YPD plates as were the query strains. Libraries and query strains were combined on YPD plates and incubated at 30°C for one day. The resulting *MATa/α* zygotes were then pinned onto diploid selection media plates (synthetic dextrose medium (SD) lacking uracil and leucine and SD lacking histidine and containing geneticine (G418) (200 mg/l) for H3/H4 and H2A/B, respectively) and incubated for one day at 30°C.

Selected diploid cells were then transferred into sporulation medium (2% agar, 1% potassium acetate, supplemented with leucine and tryptophan, lacking uracil or histidine for H3/H4 and H2A/B, respectively) and incubated for 6 days at 22°C.

The *MATa* spore progeny was selected using various media. The media used for the selection of H3/H4 *(MATa URA3 LEU2 NatR)* progeny was: monosodium glutamate (MSG) lacking histidine, arginine, and uracil, and containing canavanine (50 mg/l) and nourseothricin (cloNAT) (200 mg/l) for the first selection round and MSG lacking histidine, arginine, uracil, and leucine, and containing canavanine (50 mg/l) and cloNAT (200 mg/l) for the second and third selection rounds. The media used for the selection of H2A/H2B (*MATa HIS3 LEU2 TRP1 kanR)* progeny was: MSG lacking histidine, arginine, uracil, leucine, and tryptophan and containing canavanine (50 mg/l) and cloNAT (200 mg/l) for the first selection round, and MSG lacking histidine, arginine, uracil, leucine, and tryptophan and containing canavanine (50 mg/l), cloNAT (200 mg/l) and G418 (200 mg/l) for the second and third selection round. Each selection round involved two days of incubation at 30°C.

The final genotype of the new libraries was: *MATa his3Δ200 leu2Δ0 lys2Δ0 trp1Δ63 ura3Δ0 met15Δ0 can1::*pMFA1-HIS3 hht1-hhf1::NatMX4 hht2-hhf2::[HHTS-HHFS]*-URA3 p-X-qV-LEU2 for H3/H4 and MATa (hta1-htb1)::LEU2, (hta2-htb2)::TRP1, his3Δ200 leu2Δ1 ura3-52 trp1Δ63 lys2-128Δ [HTA1-HTB1]*-HIS3 can1::pMFA1-URA3-NatMX4 p-X-qV-KanMX4 for H2A/H2B. * indicates either wild-type or mutant allele of the corresponding histone.

### Single-cell transcriptional screenings

Yeast strains were grown on 96-well plates (200 μl/well) and incubated at 25°C at all steps during the screenings. At least, three biological replicates of each yeast strain were grown to log phase and subjected to heat stress (39°C) or osmostress (0.4 M NaCl) for 45 min. Protein translation was stopped by the addition of cycloheximide (CHX) (0.1 mg/ml), and then cells were incubated in the dark for 1 h. The fluorescence of 10 000 cells per well was measured by flow cytometry (FACScanto™) and after cell gating only wells with at least 4000 single cells were considered for analysis. Stress-induced expression was quantified using the fluorescence median value of the stressed wild-type strain as 100% reference. The raw data (percentage of the mutant compared to the wild type strain) of all the available biological replicates for each histone mutant and promoter is shown in Supplementary Table S1. Mutants showing at least a 15% increase or decrease compared to the wild-type strain were considered up-regulated (UP) or down-regulated (DOWN), respectively. No differences (NO) were considered when mutant average was between 85 and 115% or less than two replicates were affected. When the histone mutant basal expression was 50% higher or lower than wild-type cells, the transcriptional effect was classified as ‘BASAL’. Any transcriptional effect under stress was not considered when a basal effect was present. Data were analyzed using Flowjo software.

### 3D analysis

Tridimensional representations were done using Pymol (The PyMOL Molecular Graphics System, Version 2.3.3 Schrödinger, LLC) and the yeast nucleosome crystal structure, whose accession number in the Protein Data Bank is 1ID3 (36).

### Northern blot

Histone collection mutants, BY4741 *STE11*Δ strain or strains harboring the inducible expression system ADGEV (37) to promote the expression of a constitutively activated version of Cla4 (pRS426 p*GAL1*-*CLA4 ^Δ^^N^* from amino acids 496–842) by the addition of 100 nM β-estradiol (Sigma-Aldrich, St Louis, MO, USA) for 2 h, as described in (38), were grown to log phase on YPD medium and then subjected to osmostress (0.4 M NaCl) or heat stress (39°C) for the indicated times. Total RNA was extracted, resolved in 1% agarose gels and transferred to nylon membranes. Expression of specific genes was probed using radiolabeled PCR fragments (High Prime DNA Labeling Kit, Sigma-Aldrich) containing a region of the open reading frame of *ALD3* (0.6 kb), *HSP12* (0.3 kb), *CLA4* (0.75 kb), *CTT1* (1.7 kb), *HXT5* (0.65 kb), *DDR2* (0.16 kb), *ADH1* (1.05 kb), *STE11* (1.1 kb), *LEXA* (0.6 kb), *RDN18* (1 kb) and *ENO1* (1.3 kb). Signals were quantified with a Fujifilm BAS-5000 phosphorimager and ImageQuantTLsoftware. Specifically, quantifications were done by normalizing by the loading control gene and then in respect to the maximum intensity point. Images from a representative experiment are shown. The mean ± SD data of at least three separate experiments and images from a representative experiment are shown.

### RNA-sequencing and analysis

Yeast strains were cultured to mid-log phase in rich medium and then subjected or not to osmostress (15 min 0.4 M NaCl) for H4-S47 wild-type and H4-S47D strains or heat stress (10 min 39°C) for H4-T30 wild-type, H4-T30A and H4-T30D strains. Three biological replicates for each condition were performed. Total RNA was extracted by using the standard hot phenol and glass-bead protocol. Libraries were prepared using the TruSeq stranded mRNA sample preparation kit v2 (Illumina) following the manufacturer's protocol, starting with 1 μg of total RNA for poly(A)-mRNA selection. Libraries were first analyzed on an Agilent Bioanalyzer using a DNA 1000 chip to check the size distribution. Libraries were then quantified by qPCR using the KAPA kit (KapaBiosystems) prior to sequencing with 50 bp single-end reads on an Illumina HiSeq 2500 with v4 sequencing chemistry. Quality control of raw sequencing reads was performed by FASTQC; all samples passed the imposed quality restrictions and were used for further analysis. RNA-seq reads were mapped to the sacCer3 reference genome (obtained via UCSC goldenPath) using TopHat2 v2.1.0 (35) with default parameters. Quantification was performed by featureCounts v1.5.1 (36) using the Ensembl R64-1-1 annotation and only considering uniquely mapping reads. Subsequent analyses were conducted using the statistical programming language R, and the DESeq2 package (v.1.14.1; (37)) was used for library size normalization (RLE) and differential expression testing. To obtain stringent genes sets, we only defined genes that significantly (FDR < 0.05) exceeded an absolute log_2_-fold change (log_2_FC) of 1 as responsive to osmotic or heat stress, respectively (function results(), parameters: (altHypothesis = ‘greaterAbs’, lfcThreshold = 1)). In contrast, to be able to thoroughly capture the effect of the histone mutants in basal conditions, we did not apply such a restriction (log_2_FC ≠ 0, FDR < 0.05). Lastly, the effect of histone mutants on the transcriptional stress response was investigated using an interaction term (∼condition + genotype + condition:genotype) without restrictions regarding the minimum log_2_FC (log_2_FC ≠ 0, FDR < 0.05). Results were visualized using the ggplot2 R-package (http://ggplot2.org). Functional enrichment analyses for histone mutant-affected genes were performed using the gProfileR R-package (39), using all corresponding stress-responsive genes as background to rule out any biased enrichment for stress-specific terms. To define Cla4, Ste11 and Ste20 targets, we utilized published microarray experiments for kinase knock-out mutants (40) and kept all genes with *P* < 0.05 and an absolute *M*-value exceeding |*M*| > 0.5 before employing Fisher's exact test to identify significant enrichments of kinase targets among the affected genes of each histone mutant. RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database (GSE130549). All RNA-seq experiments were run in triplicates.

### Spot assay

Wild-type and the indicated histone mutant strains were grown to mid-log exponential phase in YPD, and serial dilutions (2-fold) were spotted on agar YPD plates according to each experiment (YPD, 1.2 M NaCl). Cells were allowed to grow at 30°C (osmotic stress) or at 39°C (heat stress) for 3–5 days. Images from a representative experiment are shown.

### Growth curves

Strains were inoculated into a final volume of 200 μl of YPD with or without 1.2 M NaCl in 96-well plates (initial OD_660_ 0.025). Specific wells were inoculated with medium only for background correction purposes. Cells were grown at 30°C or 39°C in a thermostated microplate reader (Synergy H1 Multi-Mode Reader, BioTek) with double orbital shaking. Optical density (OD) was measured at 660 nm for 20–40 h. Data are the means ± SD of a minimum of three technical replicates from a representative experiment.

### Design of recombinant histone peptides

Short histone H4 peptides were designed to contain amino acids S47 or T30 wild type (wt) or the alanine mutant (Ser/Thr to Ala). For H4-S47 experiments, the sequence NH_2_-ARRGGVKRI[S/A]GLIYEEVRAV-COOH covers amino acid residues from 38 to 57 and for H4-T30 experiments, the sequence NH_2_-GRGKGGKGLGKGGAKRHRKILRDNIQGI [T/A] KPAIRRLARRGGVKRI-COOH covers amino acid residues from 2 to 46. PCR fragment (H4-T30) or oligonucleotides (H4-S47) with the corresponding wild-type or alanine residue were cloned into pGEX6P1 vector to obtain recombinant GST-fused peptides.

### Expression and purification of recombinant histone peptides

Recombinant GST-proteins were expressed in *E. coli* BL21 strain first grown at 37°C to OD_600_ = 0.4 and finally induced by the addition of 1 mM isopropylthiogalactoside (IPTG) for 6 h at 25°C. Cells were collected by centrifugation, lysed in buffer STET (10 mM Tris pH 8.0, 100 mM NaCl, 1 mM EDTA pH 8.0, 5% Triton X-100, 2 mM dithiothreitol (DTT), 1 mM phenylmethylsulfonyl fluoride (PMSF), 1 mM benzamidine, 2 μg/ml leupeptin and 2 μg/ml pepstatin), and sonicated. The extract was cleared by high speed centrifugation (7000 *g*). GST-histone peptides were pulled down from the supernatant using glutathione-sepharose beads (GE Healthcare) for 2 h at 4°C. Beads were extensively washed. Finally, bound proteins were eluted in 10 mM reduced glutathione (GSH), 50 mM Tris–HCl pH 9.5 and 2 mM DTT.

### Kinase purification

Kinase-tagged strains from the yeast TAP collection (41) were grown to mid-log phase at 30°C in 50 ml of YPD and collected by brief centrifugation at 4°C. The BY4741 *HOG1*Δ *STE7*Δ strain bearing the plasmid with the constitutively activated version of Ste11 (Ste11^ΔN^ from amino acids 365 to 717) (42) pGAG-*STE11^Δ^^N^* (PGAL1-GST, URA3, 2μ) was grown to mid-log phase in SD medium-URA, and protein expression was induced by switching the growth medium to YPGal 2% for 6 h. Proteins were extracted in buffer A (20 mM Tris–HCl, pH 8, 150 mM NaCl, 15 mm EDTA, 15 mm EGTA, 2 mm DTT, 0.1% Triton X-100, 1 mM PMSF, 1 mM benzamidine, 2 μg/ml leupeptin, 2 μg/ml pepstatin, 10 mM sodium fluoride, 25 mM β-glycerophosphate, 1 mM sodium orthovanadate and 1 mM sodium pyrophosphate), and the cell wall was disrupted mechanically with glass beads. The extract was cleared by centrifugation, and the supernatant was incubated with rabbit IgG-agarose beads (Sigma) for TAP-tagged kinases or with glutathione-sepharose beads (GE Healthcare) for GST-tagged Ste11^ΔN^, for 2 h at 4°C. After washing, beads bound to TAP-tagged kinases or eluted GST-tagged Ste11^ΔN^ protein were used without freezing for *in vitro* kinase assays.

### *In vitro* kinase assay

After purification, kinases were pre-activated with kinase buffer (50 mM Tris–HCl pH 7.5, 10 mM MgCl2, 2 mM DTT and 50 μM ATP) for 5 min at 30°C. Next, 1 μg of the purified full-length H4 histone (commercialized by Histone Source REF 00152), the full-length H4-S47A and H4-T30A custom made by Histone Source, or the short peptides was added to the kinase-bound bead mixture, together with radiolabeled γ-^32^P ATP (0.1 μCi/μl), and incubated for 30 min at 30°C. The reaction was stopped by the addition of 5× SDS loading buffer. Labeled proteins were resolved by SDS/PAGE, transferred to a nylon membrane and detected by autoradiography. GST-fused proteins and tagged kinases were detected by western blot using anti-GST anti-PAP (Sigma Aldrich, cat n° 27457701 and P1291, respectively). Full-length histones and kinase Ste11^ΔN^ were visualized with Naphthol Blue (Sigma Aldrich, cat n°N3393).

### Phosphoproteomics

Cell culture and lysis: wild-type cells were grown overnight at 30°C in YPAD and diluted to OD 0.1 in 250 ml fresh YPAD media. Cultures were collected by centrifugation at 4000 *g* for 15 min when OD_600_ reached ∼0.7 and immediately frozen in liquid nitrogen. Pellets were washed with PBS and cells were lysed using Lysis buffer A (20 mM Tris pH 8.0, 15 mM EDTA pH 8, 15 mM EGTA pH 8.0, phoStop phosphatase inhibitors and 0.1% Triton X-100) and glass beads beating at 4°C for 10 min. Sodium deoxycholate (SDC), Triton X-100, urea, Tris(2-carboxyethyl)phosphine (TCEP) and chloroacetamide (CAA) were added to final concentrations of 1%, 1%, 6 M, 5 mM and 30 mM, respectively. MgCl_2_ was added to a final concentration of 40 mM before addition of benzonase (Merck Millipore, 1% final concentration) and sonication using a bioruptor XL (Diagenode, 45 cycles of 30 s on/30 s off). Methanol/chloroform protein precipitation was then performed and the precipitate was resuspended in the digestion buffer (100 mM HEPES pH 8.5, 1% SDC, 5 mM TCEP and 30 mM CAA) before addition of trypsin at a 1:25 ratio (w/w). Digestion was performed overnight at room temperature. Then, samples were acidified with trifluoroacetic (TFA, final concentration 1%) and centrifuged at 14 000 rpm for 5 min to pellet SDC precipitate. The supernatant was loaded onto a Waters t-C18 SePak 200 mg column and peptides were washed twice with 1 ml 0.1% TFA before elution with 500 μl of 40% acetonitrile acidified with 0.1% TFA, followed by lyophilisation.

*Phosphopeptide enrichment*: The phosphopeptide enrichment was performed as previously described (43), with few modifications. Lyophilized peptides were resuspended in 70% acetonitrile/0.07% TFA (buffer A) before injection on a ProPac IMAC-10 column (Thermo Fisher Scientific, 4 × 50 mm) previously loaded with Fe^3+^ cations. Peptides were loaded for 6 min at a flow rate of 400 μl/min using an Ultimate 3000 UHPLC liquid chromatography system (Thermo Fisher Scientific). Peptides were then washed with 100% buffer A for 6 min at 1 ml/min, before elution by switching to 50% buffer B (0.3% ammonia) for 2 min, at a flow rate of 500 μl/min. The fraction containing phosphopeptides was collected and lyophilized.

High pH fractionation: Phosphopeptides high pH fractionation was performed using in-house packed C18 microcolumns. To do so, gel loader tips were plugged with C18 resin (Affinisep AttractSPE C18 disks) and packed with 1 mg of C18 material (Dr Maisch, 5 μm, 120 Å). Lyophilized phosphopeptides were resuspended in 40 μl 20 mM ammonium formate at pH 10 (buffer A), loaded onto the microcolumn by centrifugation (with a loading speed ≈ 10 μl/min) then washed with 10 μl buffer A. Phosphopeptides were fractionated using a gradient of acetonitrile consisting of sequential elutions with 10 μl of the following solutions: 1%, 3%, 5%, 7%, 9%, 11%, 13%, 15%, 17%, 19%, 21%, 23%, 24%, 26%, 28%, 30%, 40% acetonitrile/buffer A (with an elution speed ≈ 10 μl/min). The flow-through and wash were collected and pooled, while the other elutions were pooled as follow: F1 = 1%, 13%, 24%; F2 = 3%, 15%, 26%; F3 = 5%, 17%, 28%; F4 = 7%, 19%, 30%; F5 = 9%, 21%, 40%; F6 = 11%, 23%.

LC–MS/MS measurements: LC–MS/MS experiments were performed using an UltiMate 3000 RSLCnano system (Thermo Fisher Scientific) coupled to a Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific). Phosphopeptides were resuspended in a mixture of 50 mM citric acid and 1% formic acid, first trapped on a cartridge for 3 min at a flow rate of 30 μl/min (Precolumn; C18 PepMap 100, 5 μm, 300 μm i.d. × 5 mm, 100 Å) before separation on an analytical column (Waters nanoEase HSS C18 T3, 75 μm × 25 cm, 1.8 μm, 100 Å) using a linear gradient from 8% to 25% solvent B (0.1% formic acid in LC‐MS grade acetonitrile), followed by an increase to 80% solvent B and column re-equilibration with 100% solvent A (0.1% formic acid in LC–MS grade water, total analysis time of 90 min).

The mass spectrometer was operated in positive ion mode with a spray voltage of 2.4 kV and a capillary temperature of 275°C. Full-scan MS1 spectra were acquired in the Orbitrap with a scan range of 375–1500 *m*/*z* at a resolution of 120 000 (maximum injection time of 50 ms and automatic gain control (AGC) set to 4e5 charges). The mass spectrometer was operated in data dependent acquisition mode and the 15 most intense precursors with charge states 2–6 and a minimum intensity of 2e5 were sequentially isolated (isolation window of 1.6 *m*/*z*) and fragmented by higher-energy collisional dissociation (HCD, normalized collision energy of 32%) with a 16 s dynamic exclusion window. MS/MS spectra were acquired at a resolution of 30 000 in the Orbitrap with a maximum injection time of 110 ms and an AGC target of 1e5 charges.

Peptide and protein identification: The raw data files were processed by the MaxQuant software (44) (version 1.6.2.3) and searched against a reviewed *S. cerevisiae* database (UniProt, April 2019), with the following parameters: trypsin digestion (cleavage at the C-term of lysine and arginine, even when followed by a proline residue) with a maximum of three missed cleavages, fixed carbamidomethylation of cysteine residues, variable oxidation of methionine residues, variable acetylation of protein N-terminus, as well as variable phosphorylation of serine, threonine and tyrosine residues. Mass tolerance was set to 4.5 ppm at the MS1 level and 20 ppm at the MS2 level. A score cut-off of 40 was used for modified peptides, the false discovery rate was set to 0.01 and the minimum peptide length to seven residues. Results are shown in Supplementary Table S2.

Annotated spectra corresponding to the H4-T30 and H4-S47 phosphorylation events was performed by the Interactive Peptide Spectral Annotator software (IPSA) (45), with a 20 ppm mass tolerance. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (46) partner repository with the dataset identifier PXD017134.

### Chromatin immunoprecipitation (ChIP) assays

Yeast strains with either Cla4 or Ste20 tagged with HA plus the deletion of the endogenous *SHO1*, *STE11* or *HOG1* genes were grown to early log phase (OD_660_ 0.4–0.6). Then 50-ml samples were exposed to 0.4 M NaCl for the indicated length of time. For crosslinking, cells were treated with 1% formaldehyde for 20 min at room temperature. Glycine was added to a final concentration of 125 mM for 15 min. Cells were collected, washed four times with cold TBS (20 mM Tris–HCl, pH 7.5, and 150 mM NaCl), and kept at –20 °C for further processing. Cell pellets were resuspended in 0.3 ml cold lysis buffer (50 mM HEPES–KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 0.1% sodium deoxycholate, 1% Triton-X 100, 1 mM PMSF, 2 mM benzamidine, 2 μg/ml leupeptin, 2 μg/ml pepstatin, and 2 μg/ml aprotinin). An equal volume of glass beads was added, and cells were disrupted by vortexing (with Vortex Genie) for 13 min on ice. The beads were then discarded, and the crosslinked chromatin was sonicated with water bath sonicator (Bioruptor) to yield an average DNA fragment size of 350 bp (range, 100–850 bp). Finally, the sample was clarified by centrifugation at 16 000 *g* for 5 min at 4°C. Supernatants were incubated with 50 μl anti-HA 12CA5 monoclonal antibody (hybridoma supernatant) precoupled to pan mouse IgG DynabeadsTM (Invitrogen, cat no. 11042). After 2 h at 4°C under constant rotation, the beads were washed twice for 4 min in 1 ml lysis buffer, twice in 1 ml lysis buffer with 500 mM NaCl, twice in 1 ml washing buffer (10 mM Tris-HCl pH 8.0, 0.25 M LiCl, 1 mM EDTA, 0.5% N-P40 and 0.5% sodium deoxycholate) and once in 1 ml TE (10 mM Tris–HCl pH 8.0, and 1 mM EDTA). Immunoprecipitated material was eluted twice from the beads by heating for 10 min at 65 °C in 50 μl elution buffer (25 mM Tris–HCl pH 7.5, 10 mM EDTA and 0.5% SDS). To reverse crosslinking, samples were adjusted to 0.3 ml with elution buffer and incubated overnight at 65 °C. Proteins were digested by adding 0.5 mg/ml Proteinase K (Novagen, 71049) for 1.5 h at 37°C. DNA was then extracted with phenol–chloroform–isoamyl alcohol (25:24:1) and chloroform. It was finally precipitated with 48% (v/v) of isopropanol and 90 mM NaCl for 2 h at −20 °C and resuspended in 30 μl of TE buffer. Quantitative PCR analysis of the corresponding promoter regions was performed. Locations are indicated by the distance from the respective ATG initiation codon: *ALD3* promoter (–570/–248); *HSP12* promoter (–304/–107); operons LexA at -400 bp of *ADH1* promoter; and *TEL* (telomeric region on the right arm of chromosome VI) for background subtracting purposes. Experiments were done on at least three independent chromatin preparations, and quantitative PCR analysis was performed in real time with Power SYBR Green PCR Master Mix (Applied Biosystems) using an Applied Biosystems 7.700 sequence detector. Immunoprecipitation efficiency was calculated in triplicate by normalizing the amount of PCR product in the immunoprecipitated sample by that in the TEL sequence control. The binding data are presented as fold induction against the non-treated wild-type strain. Data represent the mean ± SD of at least three separate experiments.

### Kinase-LexA tethering

The sequences of the protein LexA followed by a single HA tag and *CLA4^Δ^^N^*or *STE11^Δ^^N^* were introduced under the control of *GAL1* promoter in a pRS426 vector. Empty LexA-HA construct was used as control. Vectors were transformed in BY4741 strains harboring the inducible expression system ADGEV (37) and the sequence of 8 LexA operons integrated at –400 bp of *ADH1* coding region. Transformants were grown to mid log phase on YPD medium and expression of the fused protein LexA-HA, LexA-HA-*CLA4^Δ^^N^* or LexA-HA-*STE11^Δ^^N^* was induced with 100 nM β-estradiol (Sigma-Aldrich, St Louis, MO, USA) for the indicated time-points. Samples were prepared for northern blot and ChIP analysis as described above.

### Statistical analysis

Data are reported as mean ± SD. If not declared otherwise, statistical significance was assessed using a Student's *t* test for equality of means, two-tailed and equal variance assumed. *P* < 0.05 was considered significant. *P < 0.05, **P < 0.01.

## RESULTS

### High-throughput analysis of transcriptional response of histone mutants to stress

In response to environmental fluctuations, yeast cells induce a rapid and massive transcription of stress-responsive genes and down-regulation of growth-related genes (3,7). Since histones play a key role in transcription-related processes, we sought to determine the histone residues essential for transcriptional reprogramming upon stress. To this end, by means of high-throughput screenings, we measured transcription initiation in response to stress at single cell level for 569 histone point mutants. We used two histone mutant libraries that covers the fours histones H3, H4, H2A and H2B: a histone library, which contains 195 and 150 non-essential point mutants of histones H3 and H4, respectively (Open Biosystems) (27) and the SHIMA library with 224 H2A and H2B histone point mutants (34). To quantify the transcriptional output induced by stress, we used a reporter system based on quadruple Venus (qV) fluorescent protein expressed under the control of three specific stress-responsive promoters dependent on different transcription factors: *ALD3*, induced in response to heat and osmostress and regulated by Msn2/4 transcription factors; *HSP82*, induced in response to heat stress and controlled by Hsf1; and *STL1*, induced in response to osmostress and regulated by Hot1 and Sko1 (8,9,47). High-throughput mating of the query strains containing these reporter genes with the aforementioned histone libraries allowed us to generate new libraries harboring both the histone point mutation and the reporter gene (see Methods). Next, we used flow cytometry to analyze the expression of p*ALD3*-qV after exposure to heat shock (39°C) and osmostress (0.4 M NaCl), p*HSP82*-qV upon heat stress, and p*STL1*-qV upon osmostress, comparing the fold induction in wild-type and mutant strains. Additionally, transcriptional defects in the absence of stress were also identified (schema shown in Figure 1A).

**Figure 1.**
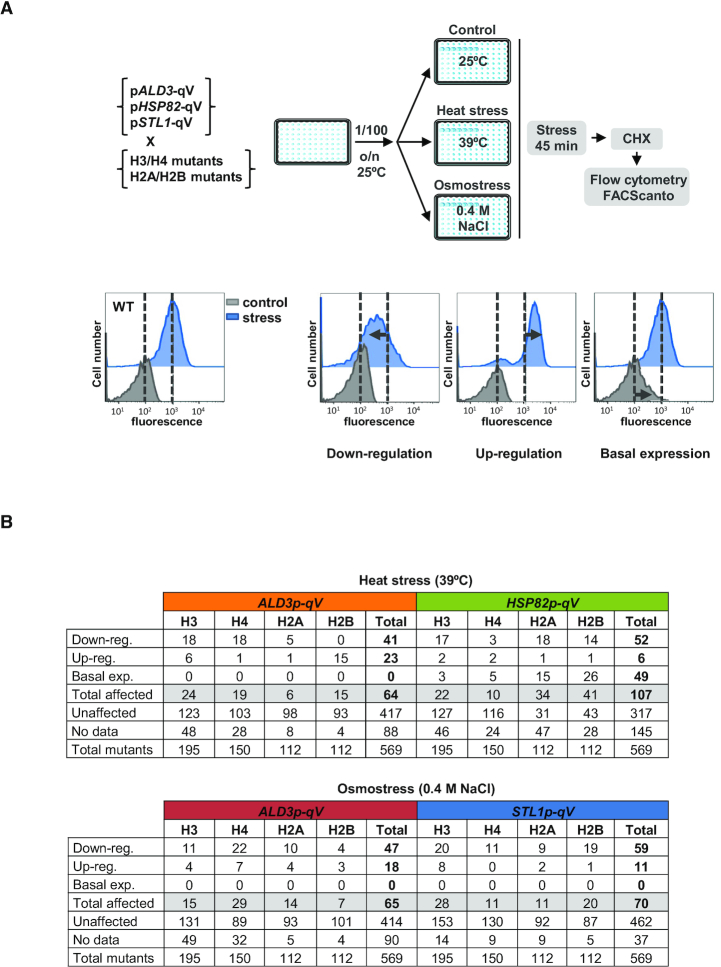
High-throughput screenings of histone residues required for transcriptional regulation upon stress. (**A**) Experimental strategy of the genetic screenings. Yeast cells were diluted using an automated robot (RoTor^®^) and grown at 25°C to mid-log phase; cells were then subjected to heat (39°C) or osmotic (0.4 M NaCl) stress for 45 min. Cycloheximide (CHX) was added and cells were incubated for 1 h in dark and 10 000 cells per condition were measured by flow cytometry using a 96-well plate reader (FACScanto™). Results were analyzed using Flowjo software; dotted black lines represent the level of transcription of the wild-type (WT) strain in control (gray) and stress (blue) conditions. Mutants showing a transcriptional defect were classified into three categories: down-regulation (lower transcription than the stressed WT), up-regulation (higher transcription than the stressed WT) and basal expression (transcriptional defect in the absence of stress in comparison to WT). (**B**) Table summarizing the transcriptional defects of the histone mutants in response to heat- and osmo-stress. For a detailed list see Supplementary Table S1.

We identified 47 and 41 histone mutants required to activate p*ALD3*-qV in response to heat and osmotic stress, respectively. p*HSP82*-qV expression was impaired upon heat stress in 52 mutants and p*STL1*-qV was down-regulated upon osmotic stress in 59 mutants. The number of histone mutants that showed up-regulation of the transcriptional response to both stresses was significantly lower (23 in heat- and 18 in osmo- histone mutants in p*ALD3*-qV, 6 in p*HSP82*-qV and 11 in p*STL1*-qV). Moreover, in the absence of stress, the basal expression of only p*HSP82*-qV was up-regulated in 49 cases (Figure 1B and Supplementary Table S1). To obtain a global picture of the histone residues involved in the transcriptional regulation of stress-responsive genes upon stress, we represented all the data obtained from the screenings in the primary structure of the four core histones (Figure 2). When comparing the expression of endogenous stress-dependent genes (*ALD3*, *HSP82* or *STL1*) to the reporter genes, we found similar transcriptional defects in a high percentage of cases, which encouraged us to proceed with our analyses (see two specific examples below). Along the same lines, we also observed that mutations on residues previously described to regulate transcription appeared in our screenings (see discussion).

**Figure 2.**
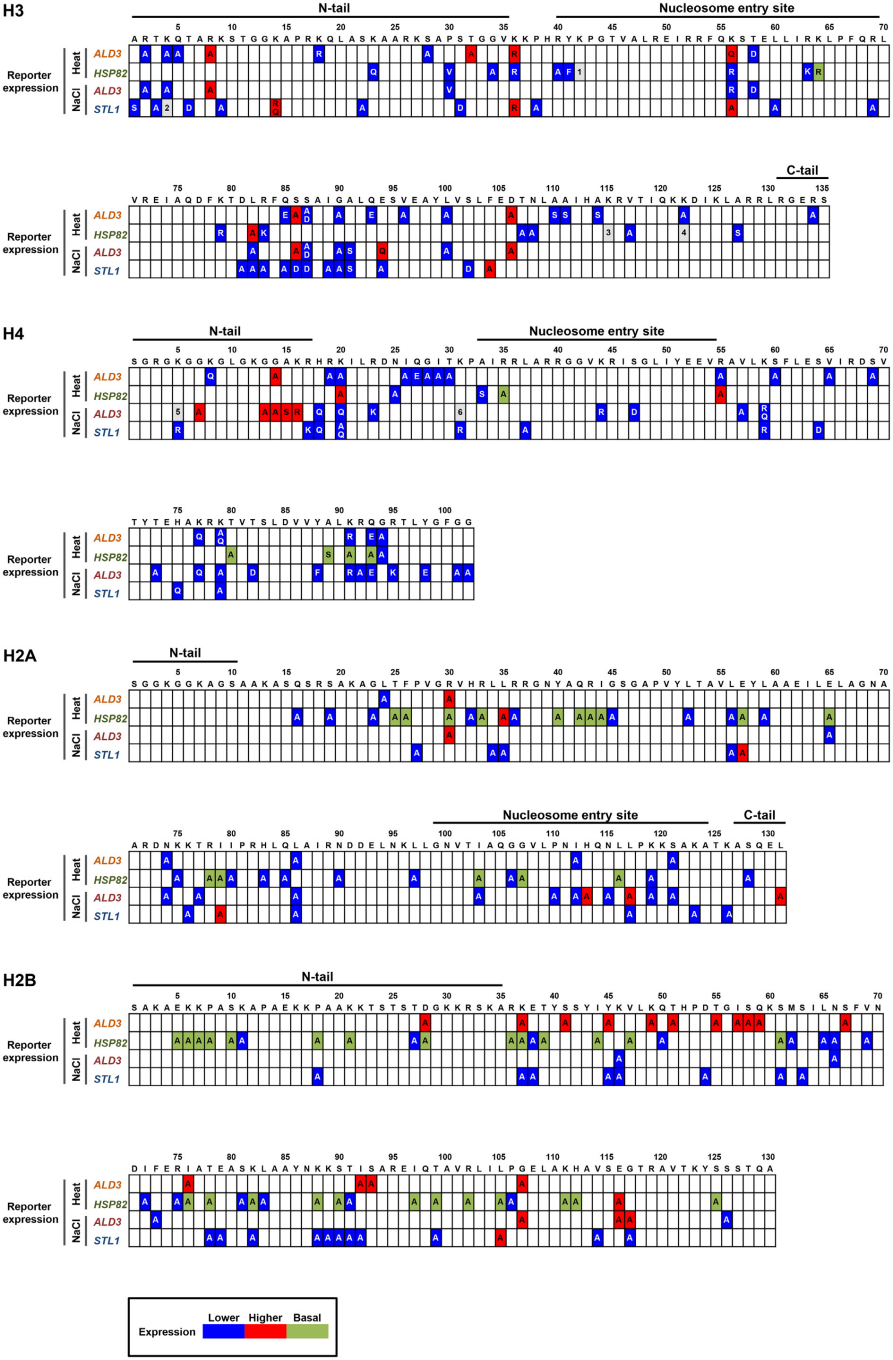
Comprehensive map of the histone residues required for transcriptional response upon stress. The results from the transcriptional screenings are shown in the primary structure of each core histone for each reporter and each stress condition. Transcriptional defects upon stress in the histone mutants (indicated by the single-letter amino acid code) compared to the wild-type strain are shown in blue (expression down-regulated), red (expression up-regulated) or green (higher expression in basal conditions) boxes. Gray boxes: 1: up-regulated (mutant A) and down-regulated expression (mutant R). 2: up-regulated expression (mutants A, R and Q). 3: higher expression in basal conditions (mutant A) and down-regulated expression (mutant R). 4: higher expression in basal conditions (mutant R) and down-regulated expression (mutant Q). 5: up-regulated (mutant A) and down-regulated expression (mutant Q). 6: up-regulated (mutant A) and down-regulated expression (mutant R). For a detailed list of all mutant assayed and their outcomes see Supplementary Table S1.

### Histone residues required for transcription upon stress are specific for each stress condition and promoter, potentially modifiable and located on the nucleosome surface

To assess promoter specificity, we compared the histone mutants causing transcriptional defects in p*ALD3-qV* and p*HSP82-qV* reporters (promoters governed by the unrelated Msn2/4 and Hsf1 transcription factors respectively) in response to a similar stress. Upon heat stress, only one histone mutant (H4-G94A) exhibited the same phenotype in both reporters (Figure 3A; left Venn diagram). A similar pattern emerged when we analyzed the overlap upon osmostress, where only eleven mutants induced the same transcriptional defects in p*ALD3-qV* and p*STL1-qV* reporters (both promoters also governed by distinct transcription factors) (H3-L82A, H3-S87D, H3-G90A, H3-A91S, H4-H18Q, H4-K20Q, H4-K31R, H4-K59R, H4-K79A, H2A-L86A and H2B-K46A) (Figure 3A; middle Venn diagram). When different cellular stresses (heat *versus* osmotic stress) were compared, the percentage of overlapping mutants showing transcriptional impairment was also relatively low (of the 64 and 65 mutants with p*ALD3*-qV transcriptional defects upon heat shock and osmostress, respectively, 21 were commonly affected by both stress conditions) (Figure 3A; right Venn diagram). These data suggest that no general pattern was identified, thereby supporting the notion that the histone residues required for transcriptional regulation are promoter-specific but also, to a lesser extent, stress-specific. Thus, there is a customization, rather than a universal pattern, of histone residue requirements governed for the specific stress-responsive promoter or depending on the stress that cells are exposed to.

**Figure 3.**
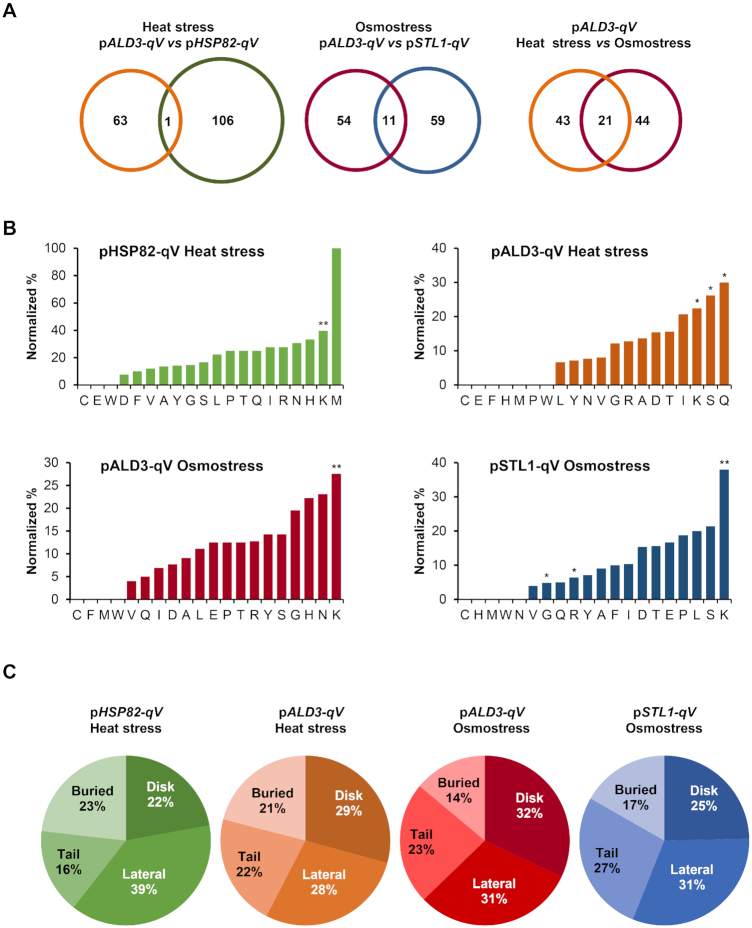
Histone residues required for transcription upon stress are specific for each stress condition and promoter, potentially modifiable and located on the nucleosome surface. (**A**) Venn diagrams showing the overlap between p*ALD3-qV* (orange) and p*HSP82-qV* (green) in response to heat stress, p*ALD3-qV* (red) and p*STL1-qV* (blue) in response to osmostress, and p*ALD3-qV* in response to heat- (orange) and osmo- (red) stresses. (**B**) Percentage of altered amino acids normalized by the total histone amino acid abundance for the indicated conditions. An hypergeometric test was performed to score the significance of the enrichments (*P < 0.05, **P < 0.01) (**C**) Spatial distribution of the histone mutants identified in the transcriptional screenings on the nucleosome structure normalized by the total histone amino acid abundance per category. Histone residues can be located on the unstructured tails (tail), inside the histone structure (buried), and on the histone surface that contacts DNA (lateral) or on the histone surface that does not contact DNA (disk).

To characterize the nature of the residues whose mutations impaired the transcriptional stress-dependent response, we sorted them by amino acid type, normalizing by the fraction of each amino acid present in the histones (Figure 3B). Of the 20 amino acids, mutations on lysine (K) showed a higher percentage of transcriptional defects in response to stress. It is worth mentioning that serine (S), arginine (R) and glutamine (Q) were also significantly overrepresented in the analysis, although only in a particular stress condition and reporter. This observation suggests that residues that can be post-translationally modified are more susceptible to stress-induced defects in transcription.

Amino acid residues of histones can be found at various sites: buried (inside the histone structure), disk (protein surface that does not contact DNA), lateral (protein surface that contacts DNA), and tail (protruding unstructured region). We analyzed the spatial distribution of mutations leading to defects in response to osmotic and heat stress by sorting the histone residues by position according to the nucleosome crystal structure (32,36). The spatial distribution pattern of the affected residues was similar under osmotic and heat stress, with residues located on the histone surface being the most frequent. Specifically, buried amino acids accounted for only 15–25%, whereas the other 80% were distributed among histone tails, disk and lateral regions (Figure 3C).

To visualize the location of histone residues involved in the transcriptional regulation, we visualized all data obtained from our screenings within the three-dimensional structure of yeast nucleosome, using Pymol Molecular Graphic System and the coordinates from the crystal structure downloaded from the Protein Data Bank (accession number 1ID3) (36) (supplementary 3D molecular graphic files). This approach allowed us to identify clusters of residues that could potentially be transcriptional regulatory regions or serve as structural platforms for the recruitment of histone-modifying enzymes. One example of such regions was the nucleosome acidic patch H2A-E57, H2A-E65 and H2B-E116, where the negative charge is required to define chromatin properties and composition (48). We also identified the H2A-R43, H2A-R78, H2B-R36, H3-R83 and H3-R63 arginines that contact DNA and whose mutations were described previously to interfere with transcription (49). Another known group of residues derived from our screening were the amino acids from G14 to K20 in the N-terminal tail of histone H4, which are necessary for proper H3-K79 methylation (50,51).

### The phosphomimetic mutation of H4-S47 is required for proper activation of genes responsive to osmostress

After global analysis of the histone residues required for proper transcriptional response to stress, we next focused on specific examples. To narrow down the candidates, we assessed their growth phenotype upon heat or osmotic stress and identified those who had greater defects in cell growth. We then discarded the histone residues that were buried within the nucleosome structure and the ones that cannot be post-translationally modified due to their biochemical properties. Of these, we chose to validate the H4 serine 47 (H4-S47) and H4 threonine 30 (H4-T30), as a proof of concept of the potential of the genetic screenings performed. To confirm the existence of these two phosphorylation sites, we performed in-depth phosphoproteomics experiments on WT yeast cells. Out of three biological replicates, we confidently identified 20 530 unique unambiguously localized phosphorylation sites (MaxQuant localization probabilities ≥ 0.75) on 42 635 unique phosphopeptides (Supplementary Table S2). More importantly, both T30 and S47 of the H4 protein were found to be phosphorylated, thereby confirming the *in vivo* phosphorylation of these sites (Supplementary Figure S1).

For H4-S47, the mutation of the serine to aspartic acid (H4-S47D), which confers a negative charge mimicking a phosphorylation, resulted in a reduced expression of p*ALD3-qV* upon osmostress, whereas the non-phosphorylatable alanine substitution (H4-S47A) had no effect on the expression of this reporter (Figure 4A). To validate the results for p*ALD3-qV*, we used northern blots to assess the mRNA levels of endogenous osmostress-dependent genes (*ALD3* and *HSP12*) in wild-type, H4-S47A and H4-S47D mutant strains. As expected, upon stress, the phosphomimetic mutant showed a reduced expression of *ALD3* and *HSP12* compared to wild-type cells, while gene expression of the non-phosphorylatable mutant was similar to that observed in wild-type cells (Figure 4B and Supplementary Figure S2A).

**Figure 4.**
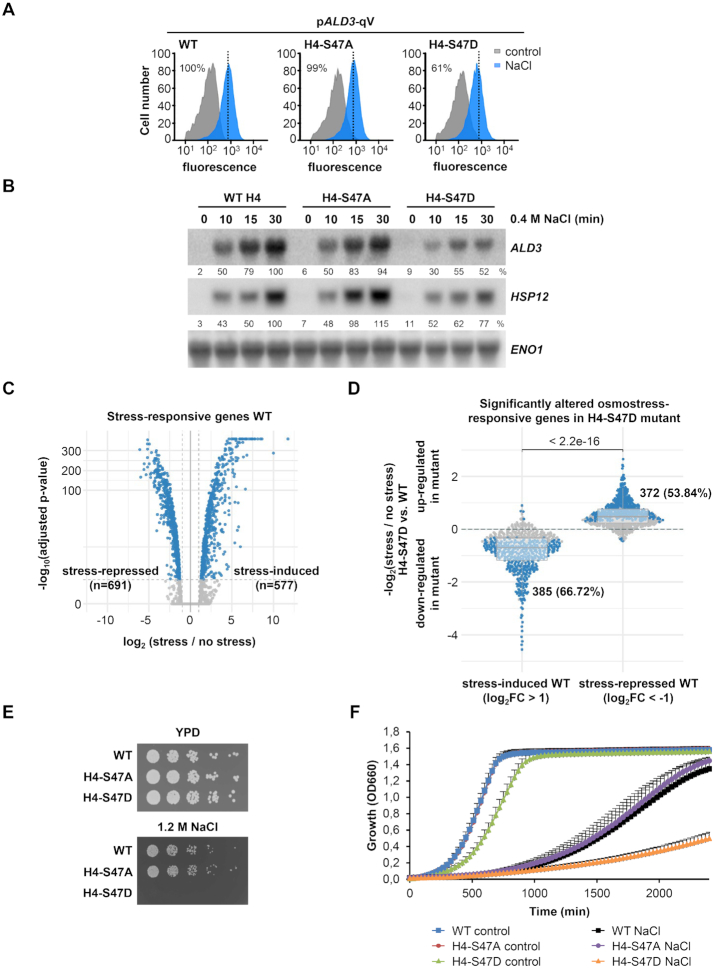
H4-S47D phosphomimetic mutant exhibits transcriptional and growth defects upon osmostress. (**A**) Fluorescence of the quadruple-Venus (qV) reporter driven by *ALD3* promoter was measured by flow cytometry before (control; gray) and after osmostress (0.4 M NaCl for 45 min, blue) in wild-type (WT) and the mutant H4-S47A and H4-S47D strains. Dotted black lines indicate the level of transcription of the WT in response to stress. Fluorescence intensity under stress was quantified with respect to the WT strain and the percentages are indicated. (**B**) WT and the indicated histone mutant strains were subjected to osmostress (0.4 M NaCl) for the indicated length of time. Total mRNA was assayed by northern blot with radiolabeled probes for *ALD3* and *HSP12* (stress-responsive genes) and *ENO1* (as loading control). RNA quantification is expressed in percentage as the ratio of mRNA levels normalized by *ENO1* and taking the value of maximum gene expression of the WT strain as 100% reference. (**C**) Volcano plot showing significantly altered gene expression in WT strain upon stress (0.4 M NaCl, 15 min). Dashed vertical lines mark the imposed log_2_ fold change threshold of 1 (up-/down-regulation), whereas the dashed horizontal line indicates an adjusted *P*-value of 0.05. (**D**) Differences in the transcriptional stress-activated and stress-repressed response defined in (**C**) between H4-S47D mutant and WT strains. Horizontal lines in the boxplots indicate the median, dashed gray lines indicate a relative absolute fold change of 1. The indicated *P*-value is based on a Wilcoxon-test, while the highlighted numbers represent genes significantly altered by the mutant in response to osmostress compared to non-stress conditions (blue dots). (**E**, **F**) Cell growth analysis in response to osmostress. WT and the indicated histone mutant strains were grown to mid-log exponential phase in YPD, serially diluted (2-fold), spotted onto YPD plates with and without 1.2 M NaCl and grown at 30°C for 3–5 days (E). Exponential phase cell cultures were diluted in YPD or YPD 1.2 M NaCl and grown at 30°C with constant agitation for 40 h. Cell density (OD_660_) was measured using a Synergy H1 Hybrid Reader (BioTek). Growth curve data are the means ± SD of a minimum of three technical replicates from a representative experiment (F).

To further depict the effect of mimicking the H4-S47 phosphorylation state on osmostress-induced gene transcription, we characterized the genome-wide gene expression in non-stressed and stressed conditions by performing RNA-seq in wild-type and H4-S47D mutant cells. 

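RNA-seq was performed on 3 biological replicates each of wild-type and H4-S47D cells, without stress at 30°C and after 15 min in 0.4 M NaCl. In H4-S47D cells, serine 47 of histone H4 is replaced by aspartic acid, whose negative charge mimics phosphorylation. The authors counted uniquely mapping reads on 6746 annotated genes and deposited the counts without normalization. The counts summed to between 14662715 and 18237189 per library in non-stressed wild-type cells, 13573588 and 17882994 in osmostressed wild-type cells, 16661174 and 19048214 in non-stressed H4-S47D cells, and 10212777 and 14510269 in osmostressed H4-S47D cells. Counts were scaled by edgeR's TMM method and are given as CPM, that is, as counts relative to the scaled library size. Replicates differed by more than counting error. Across the 27 pairs of replicate libraries of the whole study, the chi-square statistic of the counts was 2.1 to 38.5 times its degrees of freedom, and Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.987 to 0.997. The tests therefore used the spread between replicates, estimated with edgeR's quasi-likelihood model from all 27 libraries with 1 mean for each of the 9 groups of strain and condition. The 6209 genes that passed edgeR's filter on low counts were tested, and p-values were adjusted by the Benjamini-Hochberg method over these genes. The response of wild-type cells was tested against a log2 fold change of 1. The effect of a mutation on the response was tested against 0 as an interaction, that is, the log2 fold change upon stress in mutant cells minus that in wild-type cells.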

Upon osmostress (0.4M NaCl, 15 min), the expression profiles of 1268 genes were found to be altered at least 2-fold (FDR < 0.05) in the wild-type strain (577 stress-induced and 691 stress-repressed) (Figure 4C and Supplementary Figure S3B). 

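In osmostressed against non-stressed wild-type cells, 795 genes (12.8% of those tested) were induced and 778 (12.5%) were repressed by more than 2-fold at an adjusted p under 0.05 (edgeR's glmTreat test), 1573 in all. Their median log2 fold changes were 2.03 and −1.83. The scaling moved these numbers most, since 1079 genes were induced and 563 repressed when counts were scaled by the library totals alone. The 3 largest inductions were those of STL1, YNL194C and RTC3. STL1 (YDR536W) lies on chromosome IV of the R64 assembly from 1508005 to 1509714 and rose from 1.33 ± 0.449 to 4926 ± 178 CPM (SD, n = 3), a log2 fold change of 11.90 (SE 0.82). YNL194C (chromosome XIV, 272710 to 273615) had 6 to 8 counts per library without stress and 8135 to 10557 counts upon osmostress, a log2 fold change of 10.22. RTC3 (YHR087W, chromosome VIII, 280820 to 281155) rose from 7.45 ± 1.53 CPM by a log2 fold change of 8.70. The 3 largest decreases were those of NOG2 (YNR053C), UTP23 (YOR004W) and SYO1 (YDL063C), with log2 fold changes of −6.07, −6.00 and −5.58. NOG2 lies on chromosome XIV from 721120 to 723112, overlaps another annotated gene, and dropped from 189 ± 14.5 to 2.77 ± 0.49 CPM.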

Of note, almost 70% of the genes (385 out of 577) that were induced by osmostress in wild-type cells exhibited a significantly smaller induction in H4-S47D mutant cells (Figure 4D). 

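Of the 795 osmostress-induced genes, 528 (66.4%) had an interaction below 0 at an adjusted p under 0.05 (edgeR's quasi-likelihood test), and 6 had one above 0. The interaction was below 0 in 744 (93.6%) of the induced genes, whether or not it passed the threshold, and its median was −0.66 on the log2 scale. It was past −1 in 211 of the genes called. The number of genes called moved most with DESeq2 fitted to the 12 libraries of the comparison, which called 381 of 580 induced genes (65.7%), and the share moved most with scaling by the library totals, which gave 521 of 1079 (48.3%). Taken per library, the median log2 fold change of the induced genes was 1.40 ± 0.03 in H4-S47D cells and 1.98 ± 0.01 in wild-type cells (SD, n = 3). The ranges of the 3 H4-S47D and 3 wild-type values did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow, and 0.12 after adjustment over the 6 medians compared in the study). All 3 values of a strain were taken against 1 mean of its non-stressed libraries. The SDs and this test therefore leave out the spread between non-stressed libraries.

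**Figure D1:**
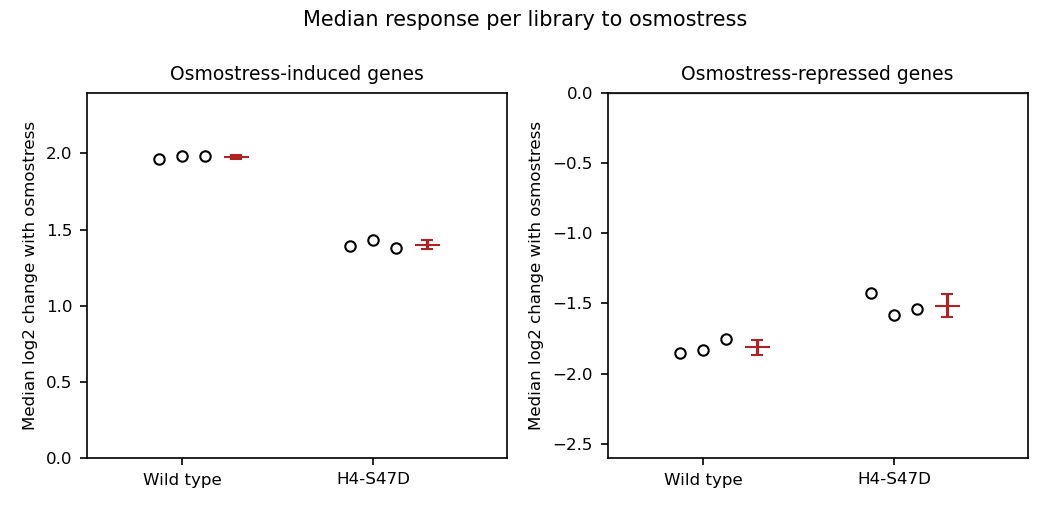
Median log2 fold change upon osmostress of the 795 induced genes and the 778 repressed genes, for each of 3 wild-type and 3 H4-S47D libraries (open circles), with the mean and SD in red. The induced genes have medians of 1.38 to 1.43 in H4-S47D cells and of 1.96 to 1.98 in wild-type cells.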

In line with the previous results, *ALD3* and *HSP12* were in this group of 385 genes. 

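ALD3 (YMR169C) lies on chromosome XIII from 599352 to 600872. It rose upon osmostress from 18.1 ± 2.18 to 3305 ± 128 CPM in wild-type cells and from 29.0 ± 2.28 to 2735 ± 72.5 CPM in H4-S47D cells (SD, n = 3), an interaction of −0.97 on the log2 scale (SE 0.12, adjusted p = 3.22e-07, edgeR). HSP12 (YFL014W, chromosome VI, 107256 to 107585) rose from 11.5 ± 1.59 to 4256 ± 383 CPM in wild-type cells and from 108 ± 1.62 to 3779 ± 48.9 CPM in H4-S47D cells, an interaction of −3.40 (SE 0.13, adjusted p = 3.07e-18). Both genes were more highly expressed in H4-S47D than in wild-type cells before stress, by 0.69 (adjusted p = 4.1e-07) and 3.23 (adjusted p = 7e-21) on the log2 scale.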

To further characterize these genes, we performed functional enrichment analyses based on Gene Ontology, KEGG and REACTOME using the gProfileR package (39). However, no significant term enrichment was found when comparing mutant-affected genes against all stress-induced affected genes. These results led us to conclude that the phosphomimetic H4-S47D mutant is required for proper activation of genes responsive to osmostress. 

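An interaction combines the level before stress with the level reached upon stress. Of the 528 genes with a smaller induction, 471 had a higher level in H4-S47D than in wild-type cells already without stress (adjusted p under 0.05, edgeR). The difference without stress made up a median share of 0.82 of the interaction over the 528 genes, and more than 0.5 of it in 433 genes. Among induced genes with a mean of at least 10 counts and no overlap between the strains' responses, the largest interactions below 0 were those of AZR1 and of YFL015C and YOL085C, which were both listed at 0 in non-stressed wild-type cells. AZR1 (YGR224W, chromosome VII, 942806 to 944647) rose from 21.3 ± 4.63 to 99.3 ± 2.05 CPM in wild-type cells and fell from 350.1 ± 39.6 to 76.3 ± 8.02 CPM in H4-S47D cells (SD, n = 3), an interaction of −4.44 (adjusted p = 9.21e-19). The paper reports a smaller induction of most osmostress-induced genes, ALD3 and HSP12 among them, and no enriched term among these genes. It then concludes that the phosphomimetic H4-S47D mutant is needed for osmostress-responsive genes to be activated properly.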

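Among the 778 osmostress-repressed genes, 393 (50.5%) had an interaction above 0 in H4-S47D cells at an adjusted p under 0.05 (edgeR), and 12 had one below 0. The median interaction was 0.39 on the log2 scale, and 90 of the genes called were past 1. Taken per library, the median log2 fold change of the repressed genes was −1.52 ± 0.08 in H4-S47D and −1.81 ± 0.05 in wild-type cells (SD, n = 3), with no overlap between the 3 values of each strain. Among repressed genes whose responses did not overlap between the strains (10% of genes by chance, without the spread between non-stressed libraries), the largest interactions were those of NOG2, MRD1 and HCA4. In H4-S47D cells, NOG2 decreased from 113 ± 5.11 to 10.3 ± 2.29 CPM, an interaction of 2.59 (SE 0.26, adjusted p = 3.9e-09). MRD1 (YPR112C, chromosome XVI, 749256 to 751919) decreased from 87.6 ± 7.2 to 1.89 ± 0.109 CPM in wild-type cells and from 73.6 ± 14.4 to 8.31 ± 2.25 CPM in H4-S47D cells, an interaction of 2.36 (adjusted p = 7.97e-09). The interaction of HCA4 (YJL033W, chromosome X, 383837 to 386149) was 2.31 (SE 0.32, adjusted p = 1.75e-06).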

Additionally, a notable percentage of stress-repressed genes (54%) showed a significant de-repressed response in H4-S47D cells (Figure 4D). In contrast to the stress-induced genes, we found significantly enriched terms related to ribosome biogenesis and rRNA processing (Supplementary Table S3A). It is worth mentioning that, under non-stressed conditions, gene expression was up-regulated in these cells, with only a few genes significantly repressed versus the wild-type strain (FDR < 0.05 and at least 2-fold difference) (Supplementary Figure S3A). 

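Of the osmostress-repressed genes, 242 are annotated to ribosome biogenesis or rRNA processing in the reference annotation. The repression of 153 of these (63.2%) was weaker in H4-S47D cells, against 240 of the other repressed genes (44.8%), an odds ratio of 2.11 (two-sided Fisher's exact test, p = 2.14e-06, adjusted p = 3.21e-06 over the 3 gene sets tested in the study). The background was the repressed genes, which could all have been called. The odds ratio was between 1.97 and 2.58 across the alternative settings that used every replicate, and between 2.02 and 2.61 with each library left out in turn.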

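Without stress, 488 genes were higher and 39 lower in H4-S47D than in wild-type cells, with an adjusted p under 0.05 (edgeR) and a difference of more than 2-fold. The medians of these genes were 1.72 and −1.19 on the log2 scale. Without the 2-fold threshold, 1654 genes were higher and 1571 lower. The alternative that moved the numbers most was a test against a log2 fold change of 1, which called 256 higher and 7 lower genes. The genes that follow have the largest changes among those with a mean of at least 10 counts over all libraries and no overlap between both strains. YDR008C, which has no position in the reference annotation used here, had 225 to 321 counts per library in H4-S47D cells and 0 to 2 in wild-type cells. TRP1 (YDR007W, chromosome IV, 461842 to 462516) was at 294 ± 23.5 CPM in H4-S47D and 1.72 ± 0.559 CPM in wild-type cells (SD, n = 3), and DDI2 (YNL335W, chromosome XIV, 11452 to 12129) at 28.9 ± 2.49 and 0.505 ± 0.0791 CPM, a log2 fold change of 5.84. The paper gives a trp1 allele for its histone libraries and does not name the markers of the H4-S47D strain that was sequenced. Whether the TRP1 and YDR008C values come from the mutation or from strain markers therefore cannot be told. If markers differ, every comparison of H4-S47D with this wild type holds that difference beside the mutation. The largest decreases were those of TAR1 (YLR154W-C, chromosome XII, 454696 to 455070), YEL045C and SSP120 (YLR250W, chromosome XII, 640317 to 641021). TAR1 overlaps another annotated gene and fell from 2.54 ± 2.34 to 0.403 ± 0.157 CPM. YEL045C fell from 1.57 ± 0.07 to 0.28 ± 0.12 CPM, and SSP120 from 72.3 ± 4.07 to 22.7 ± 2.45 CPM, a log2 fold change of −1.67 (SE 0.08).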

To further elucidate that gene expression is both stress- and promoter-specific (as previously shown for the *ALD3*, *HSP82* and *STL1* promoters), we selected target genes of the Msn2/4 and Hsf1 transcription factors and used RNA-seq data to quantify their transcriptional profiles across the different conditions. Although these genes are targeted by the same transcription factors, they show diverse transcriptional responses within the same condition, as well as across different stresses. These observations imply that promoter-specific regulation is a key mechanism through which gene expression is fine-tuned under stress (Supplementary Figure S4). Thus, histone mutations triggered context-dependent activating or repressing roles in transcription.

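Lists of Msn2/4 and Hsf1 target genes were not used here, and the genes named in the paper were measured instead, in wild-type cells under both stresses. HSP82 (YPL240C, chromosome XVI, 96496 to 98625) rose from 184 ± 12.0 CPM without stress to 628 ± 18.4 CPM upon osmostress and 8429 ± 518 CPM upon heat stress (10 min at 39°C, SD, n = 3), log2 fold changes of 1.77 and 5.52. CTT1 (YGR088W, chromosome VII, 654634 to 656322) rose from 28.0 ± 3.05 to 6222 ± 514 and 2197 ± 150 CPM, log2 fold changes of 7.80 and 6.30. HSP12 reached a similar level under both stresses, with 4271 ± 369 CPM upon heat stress, and ALD3 reached 1632 ± 105 CPM. STL1 was at 41.1 ± 63.8 CPM upon heat stress, a value that rests on replicate 3, which had 1361 counts against 55 and 46 in replicates 1 and 2. Of 13 tested genes with symbols starting in HSP, 9 were higher upon osmostress and 12 upon heat stress, and their median log2 fold changes were 2.98 and 5.52 with ranges of −0.73 to 8.53 and 1.13 to 8.98.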

Transcription plays a crucial role in long-term stress adaptation and protection against future stresses (reviewed in (1)). Thus, to assess the relevance of the H4-S47D mutant and its transcriptional alteration on cell growth upon osmostress, we monitored cellular growth in the presence of high osmolarity (1.2 M NaCl). The non-phosphorylatable H4-S47A mutant did not show major growth differences compared to wild-type cells in response to osmostress; in contrast, mimicking the phosphorylation of this histone site (H4-S47D mutant cells) clearly impaired growth under conditions of high osmolarity both in plates and liquid cultures (Figure 4E and F). Of note, the phosphomimetic mutant already showed a slight decrease in cell growth under basal conditions.

### Cla4 and Ste20 PAKs phosphorylate H4-S47 and regulate the transcription of osmo-responsive genes upon stress

To identify the kinase(s) that could potentially modify the H4-S47 histone residue, we performed an unbiased kinome screening in which we tested 123 tagged-purified yeast protein kinases in an *in vitro* kinase assay, using as a substrate a short H4 histone recombinant GST-peptide (amino acids 38–57) carrying either the wild-type or the mutated (S47A) versions (Figure 5A; see Materials and Methods). This screening yielded five kinases which phosphorylated the wild-type H4-S47 peptide (Supplementary Figure S5A). Only three of these (Cla4, Ste20 and Skm1) did not phosphorylate the H4-S47A mutant peptide. The three kinases belong to the same family known as PAK kinases. Since Cla4 and Skm1 are paralogs in yeast, we further characterized Cla4 and Ste20, both homologs of the mammalian PAK (p21-activated kinase) family (Figure 5B, left panel). Additionally, both kinases phosphorylated purified full-length histone H4 *in vitro* but not the full-length H4-S47A mutant (Figure 5B, right panel), thereby indicating that H4-S47 is a *bona fide* target of Cla4 and Ste20. Of note, in mammals, PAK2 kinases were shown to target H4-S47 residue (52,53), which shows a conservation of this particular histone modification from yeast to mammals (see discussion). In yeast, it has been reported that kinases Cla4 and Ste20 target several genes under basal conditions (40). However, we did not find a significant enrichment for these kinase target genes among the genes identified in our RNA-seq analysis of the H4-S47D mutant (Supplementary Table S4). Of note, Cla4 and Ste20 target genes were defined in non-stress conditions, so it is possible that different targets not considered in our analysis may arise upon stress.

**Figure 5.**
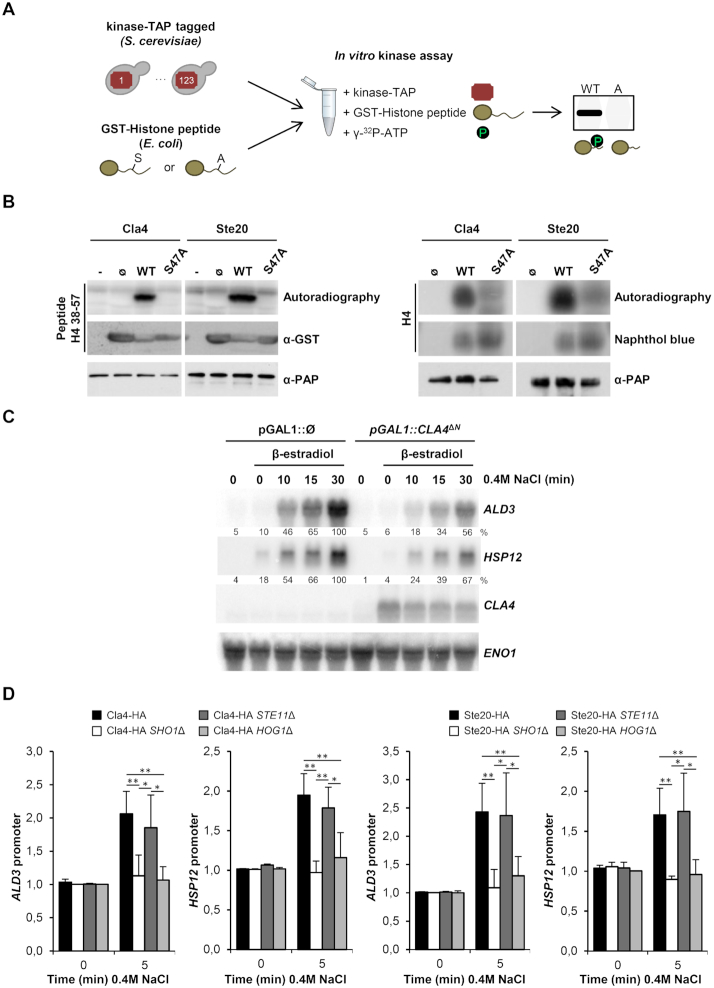
Cla4 and Ste20 PAKs phosphorylate H4-S47 and regulate osmo-responsive transcription. (**A**) Experimental strategy to assess the phosphorylation of histone residue H4-S47 *in vitro*. 123 TAP-tagged kinases were purified from yeast cells and individually assayed with wild-type (WT) and a mutated version (A) of GST-H4 histone peptides purified from *E. coli*. (**B**) Cla4 and Ste20 phosphorylate H4-S47 *in vitro*. Left panel: Fused GST-short peptides (amino acids 38–57) containing the H4-S47 (WT) or the mutated version (S47A) were used as substrates. Empty GST protein (Ø) and no substrate (–) were used as negative controls. Right panel: Purified full-length WT histone H4 or the S47A mutant were used as substrates. Radiolabelled peptides or full-length histones were resolved by SDS-PAGE, transferred to a nylon membrane, and detected by autoradiography. TAP-tagged kinases and GST-tagged histone peptides were detected by western blot. Full-length histones were detected by naphthol Blue. (**C**) Constitutive activation of Cla4 mimics the osmo-responsive transcriptional defect of H4-S47D mutant cells. mRNA levels of stress-responsive genes (*ALD3* and *HSP12*) upon osmostress (0.4 M NaCl) for the indicated length of time were assessed by northern blot in cells harboring a constitutively activated version of Cla4 (p*GAL1::CLA4^Δ^^N^*) or not (p*GAL1:: Ø*), which are inducible by β-estradiol addition. RNA levels were quantified as described in Figure 4B. (**D**) PAKs are recruited to stress-responsive promoters upon osmostress. HA-tagged Cla4 and Ste20 cells were treated with 0.4 M NaCl for the indicated length of time. ChIP against HA was performed to analyze binding to *ALD3* and *HSP12* promoters. Real-time PCR results are shown as the fold induction relative to the non-treated wild-type strain normalized to a telomere internal control. Data are reported as mean ± SD. *P < 0.05, **P < 0.01.

The phosphomimetic H4-S47D mutant displays reduced activation of osmostress-dependent genes. We therefore tested whether the activation of PAKs also triggers a similar transcriptional phenotype upon osmostress. To this end, we expressed an active version of Cla4 that contains a deletion of its N-terminal region (*CLA4*^Δ^*^N^*) (54) under the control of the *GAL1* promoter, using the pADGEV plasmid (to induce the expression of *GAL1* in the presence of estradiol) (37). In the presence of estradiol, N-terminal deleted Cla4 was expressed and mRNA levels of the stress-responsive genes *ALD3* and *HSP12* were reduced compared to control cells (Figure 5C and Supplementary Figure S2B) and similar to those in the H4-S47D mutant strain (Figure 4B). It is worth mentioning that inducing Cla4^ΔN^ overexpression had no transcriptional effect on the non-phosphorylatable H4-S47A mutant (Supplementary Figure S6). This result suggested that the PAKs regulate the activation of stress-responsive genes by phosphorylating H4-S47.

Using chromatin immunoprecipitation (ChIP) assays, we next analyzed the binding of the HA-tagged PAKs to osmostress-dependent promoters. Cla4 and Ste20 were recruited to stress-specific loci (*ALD3* and *HSP12* promoters) in response to osmostress (Figure 5D). In response to osmostress, the high osmolarity glycerol (Hog1) MAPK, homolog of mammalian p38, is activated by two upstream independent signaling mechanisms: the transmembrane histidine kinase Sln1 and the Sho1 osmosensing branch (reviewed in (2)). The two osmosensing branches of the HOG pathway converge at Hog1, which is essential for gene expression in response to osmostress (reviewed in (55)). Of note, in *HOG1*Δ cells, Ste20 and Cla4 were not bound to *ALD3* or *HSP12* promoters (Figure 5D). Upon stress, Sho1 activates the Ste11 MAP3K through the integral transmembrane protein Opy2, the GTPase Cdc42 and the PAKs Ste20 and Cla4 (2). To identify the signaling requirements for chromatin binding to PAKs, we monitored chromatin recruitment in *SHO1*Δ and *STE11*Δ mutant cells. In *SHO1*Δ cells, both Cla4 and Ste20 lost their binding to the osmostress-dependent promoters, whereas recruitment of the PAKs in *STE11*Δ cells was similar to that observed in wild-type cells (Figure 5D). Overall, these data suggest that once activated upon stress, the PAK kinases associate to stress-responsive genes. To further assess the effect of these kinases on transcriptional regulation, we artificially tethered Cla4^ΔN^ kinase to the non-stress responsive *ADH1* promoter introducing 8 LexA operators and expressing a plasmid harboring the fusion protein HA-tagged LexA DNA binding domain with the Cla4^ΔN^ kinase under the inducible expression system ADGEV. Upon induction of the pLexA-HA-Cla4^ΔN^ with estradiol, there was a down-regulation of *ADH1* mRNA when compared to the control (HA-tagged LexA strain) (Supplementary Figure S7A). To demonstrate the kinase tethering, we analyzed the binding of this fusion protein to the *ADH1* promoter by means of ChIP (Supplementary Figure S7C). These results further highlight the down-regulatory effects of the PAK2 kinases on local gene expression.

### Ste11 phosphorylates H4-T30 to regulate transcription upon stress

Another residue of interest from the transcriptional screenings was the H4 threonine 30 (H4-T30), an as of yet novel target residue. The mutation of this residue to the non-phosphorylatable alanine (H4-T30A) resulted in reduced expression of *pALD3-qV* upon heat stress, whereas the phosphomimetic mutant (H4-T30D) had no effect on the expression of this reporter (Figure 6A). Correspondingly, the expression of endogenous stress-dependent genes *ALD3* and *CTT1* in H4-T30A cells was diminished upon heat stress (Figure 6B, Supplementary Figures S2C and S8). Of note, H4-T30 did not contribute to transcription in response to other stresses involving Msn2/4 transcription factors, such as osmotic stress or nutrient starvation (Supplementary Figure S9). In non-stressed conditions, the wild-type and H4-T30A mutant strains showed a very similar expression pattern, as measured by RNA-seq analysis (Supplementary Figure S3C, left panel). 

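Histone H4-T30 was studied in 3 biological replicates of each strain at 30°C and after 10 min at 39°C, with threonine 30 of histone H4 replaced by alanine in H4-T30A cells. The non-stressed wild-type libraries were the ones used for osmostress, and the counting, scaling and tests were the same. Counts summed to between 12786452 and 14797645 per library in heat-stressed wild-type cells, 12806359 and 16927556 in non-stressed H4-T30A cells, and 14080296 and 15766079 in heat-stressed H4-T30A cells. In wild-type heat replicate 3, the counts of STL1 and HHF2 were above those of the other heat-stressed wild-type replicates.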

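Without stress, 4 genes were higher and 5 lower in H4-T30A than in wild-type cells by more than 2-fold at an adjusted p under 0.05 (edgeR). Without the 2-fold threshold 86 genes differed, 38 higher and 48 lower, and 1013 did so at an unadjusted p under 0.05. AZR1 was at 104 ± 4.59 CPM in H4-T30A cells (SD, n = 3), a log2 fold change of 2.31 (SE 0.12, adjusted p = 1.55e-14). COS12 (YGL263W, chromosome VII, 2790 to 3932) was at 6.35 ± 1.81 and 2.52 ± 0.717 CPM, and COX26 (YDR119W-A, chromosome IV, 691014 to 691214) at 1.07 ± 0.303 and 0.397 ± 0.148 CPM, a difference that was not called in 3 of 10 alternatives. The fourth higher gene was LOH1 (YJL038C, chromosome X, 375115 to 375774), with a log2 fold change of 1.00 and an adjusted p of 0.0262. Of the lower genes, CUP1-1, CUP1-2, RUF5-1 and RUF5-2 lie in the repeated CUP1 region of chromosome VIII, from 212409 to 215116, where the CUP1 genes overlap other annotated genes. CUP1-2 was at 32.2 ± 2.89 CPM in H4-T30A and 74.8 ± 11.7 CPM in wild-type cells, and the log2 fold changes of CUP1-1, RUF5-1 and RUF5-2 were −1.08, −1.29 and −1.12. The calls of COS12, RUF5-1 and RUF5-2 were each lost in 1 alternative. The noncoding RNA gene SCR1 (chromosome V, 441987 to 442508) was at 14.9 ± 5.55 and 45.9 ± 49.3 CPM, so that the spread between its wild-type replicates exceeded their mean. LOH1 and SCR1 were chosen after their values were seen. The alternatives, those that left out single libraries included, moved the 2 numbers to between 1 and 9 higher and between 0 and 7 lower genes.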

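In heat-stressed against non-stressed wild-type cells, 978 genes were induced and 955 repressed, 1933 in all, with median log2 fold changes of 2.101 and −2.227 (edgeR's glmTreat test). The alternative that moved these numbers most was a test against 0 with an estimated change of more than 2-fold, which gave 1244 induced and 1153 repressed genes. Heat stress and osmostress shared 619 induced and 663 repressed genes, and 8 genes changed in opposite directions. The largest inductions were those of YNL194C, with a log2 fold change of 9.99, of TMA10 (YLR327C, chromosome XII, 783127 to 783387), which rose from 2.52 ± 0.32 to 2073 ± 88.3 CPM (SD, n = 3), and of YOL085C (chromosome XV, 161673 to 162014), which was listed at 0 in every non-stressed wild-type library and had 49 to 74 counts upon heat stress. The largest decreases were those of AAH1 (YNL141W, chromosome XIV, 359596 to 360639), from 299.5 ± 16.6 to 4.36 ± 3.68 CPM with a log2 fold change of −6.11 (SE 0.23), of YNL162W-A, from 21 to 45 counts per library to 0 or 1, and of SYO1, with a log2 fold change of −5.75.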

Under heat stress (39°C, 10 min), a large fraction of genes showed altered gene expression (838 and 736 genes down- and up-regulated, respectively; FDR < 0.05 and at least 2-fold difference). However, only a small group of these heat stress-responsive genes was significantly altered in the H4-T30A mutant when compared with wild-type cells: 15 genes showing less induction upon stress, among them *ALD3*, while 5 genes showed a de-repressed expression (Figure 6D and Supplementary Figure S3D).

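Of the 978 heat-induced genes, 17 (1.74%) had an interaction below 0 in H4-T30A cells at an adjusted p under 0.05 (edgeR) and none above 0. Of the 955 heat-repressed genes, 3 (0.314%) had one above 0 and none below 0. At an unadjusted p under 0.05, the interaction was below 0 in 161 and above 0 in 26 induced genes, and above 0 in 37 and below 0 in 44 repressed genes. Between 9 and 24 genes had a smaller induction across the alternative settings that used every replicate, and between 9 and 29 with each library left out in turn. The median interactions were −0.10 and 0.02. ALD3 reached 839 ± 35.7 CPM in heat-stressed H4-T30A cells from 18.6 ± 1.05 CPM without stress (SD, n = 3), an interaction of −1.01 (SE 0.13, adjusted p = 1.59e-05). CTT1 reached 1487 ± 45.6 CPM and had an interaction of −0.49 (adjusted p = 0.126), which passed the threshold when counts were scaled by the library totals and with DESeq2 fitted to the 12 libraries of the comparison (adjusted p between 0.0144 and 0.258 over the alternatives). The genes with the largest interactions below 0 were HXT5 (YHR096C, chromosome VIII, 294669 to 296447), RIM4 (YHL024W, chromosome VIII, 56649 to 58790) and HBT1 (YDL223C, chromosome IV, 57265 to 60405). HXT5 rose from 31.9 ± 4.4 to 550.3 ± 43.0 CPM in wild-type cells and from 33.3 ± 1.44 to 275 ± 11.7 CPM in H4-T30A cells, an interaction of −1.08 (adjusted p = 6.29e-06). RIM4 had an adjusted p of 0.0496, which was above 0.05 in 8 of 11 alternatives, and HBT1 an interaction of −1.03. The 3 genes with weaker repression were VPS55 (YJR044C, chromosome X, 518763 to 519185), PTC4 (YBR125C, chromosome II, 487199 to 488380) and OCH1 (YGL038C, chromosome VII, 425362 to 426804), with interactions of 1.33, 0.95 and 0.59. VPS55 dropped from 63.0 ± 0.411 to 17.8 ± 0.433 CPM in wild-type cells and from 62.2 ± 1.65 to 44.2 ± 4.01 CPM in H4-T30A cells.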

**Figure 6.**
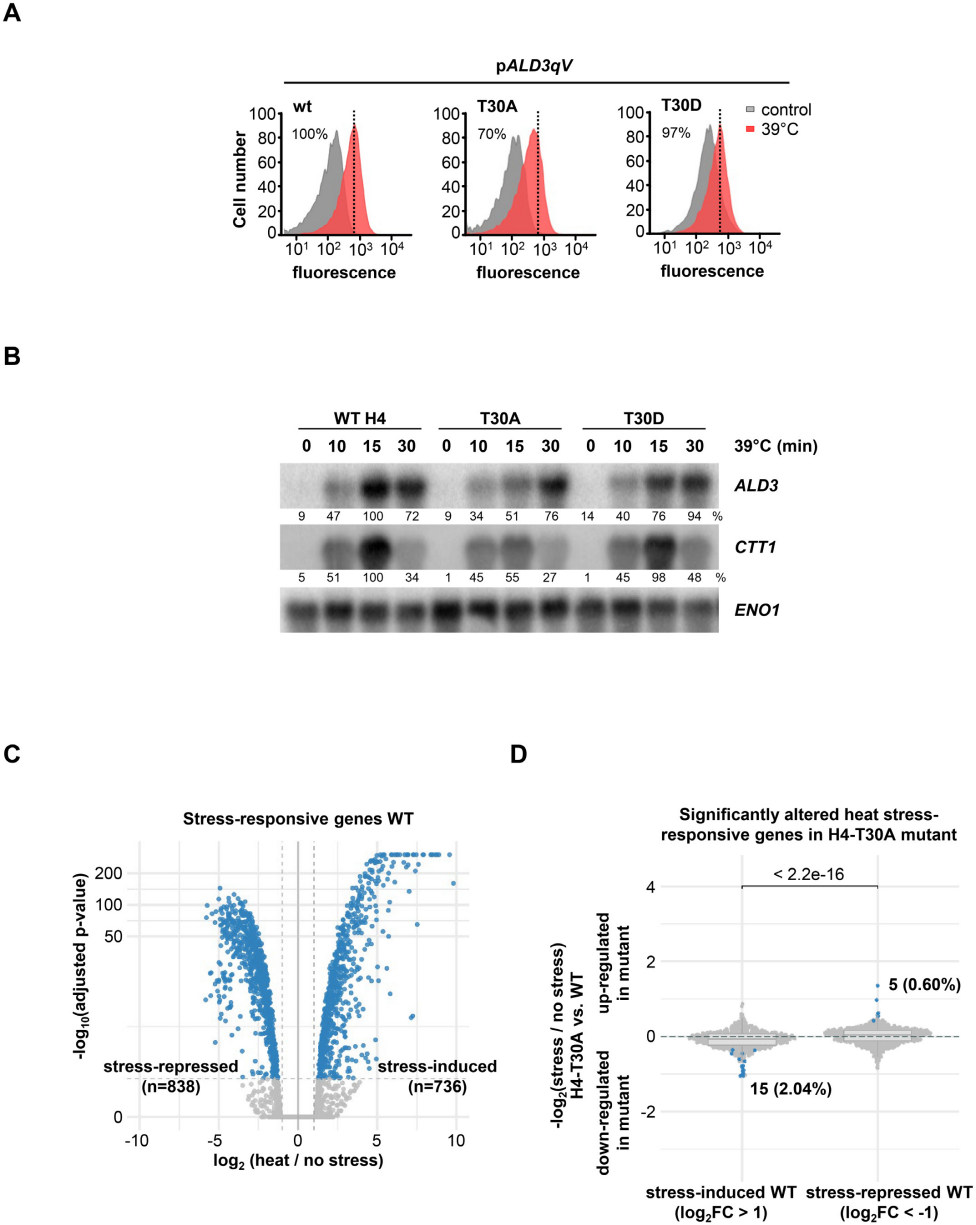
H4-T30 is required for proper transcriptional response to heat stress. (**A**) Fluorescence of the quadruple-Venus (qV) reporter driven by *ALD3* promoter was measured by flow cytometry before and after heat stress (39°C for 45 min) in wild-type (WT), H4-T30A and H4-T30D mutant strains. Dotted black lines represent the level of transcription of the WT upon stress. Fluorescence intensity in stressed condition was quantified with respect to the WT strain, as indicated in percentages. (**B**) Histone mutant strains were subjected to heat stress (39°C) for the indicated length of time. Total mRNA was assayed by northern blot with radiolabeled probes for *ALD3* and *CTT1* (stress-responsive genes) and *ENO1* (as loading control). RNA levels were quantified as described in Figure 4B. (**C**) Volcano plot showing significantly altered gene expression in WT strain upon stress (39°C, 10 min). Dashed vertical lines mark the imposed log_2_ fold change threshold of 1 (up-/down-regulation), whereas the dashed horizontal line indicates an adjusted *P*-value of 0.05. (**D**) Differences in the stress-activated and stress-repressed transcriptional responses defined in (C) between H4-T30A and WT strains. Horizontal lines in the boxplots indicate the median, and dashed gray lines indicate a relative absolute fold change of 1. The indicated *P*-value is based on a Wilcoxon-test, while the highlighted numbers represent genes significantly altered by the mutant in response to heat stress compared to non-stress conditions (blue dots).

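H4-T30D cells, in which threonine 30 is replaced by aspartic acid, were measured without stress and after heat stress in 3 biological replicates each, and compared with the same wild-type libraries as H4-T30A cells. Counts summed to between 13608776 and 19503694 per library without stress and between 13723723 and 15966533 upon heat stress. All comparisons used the model, filter and thresholds of the other mutants.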

To assess whether the modification of this histone residue triggered a more severe transcriptional defect, we performed RNA-seq assays again but comparing the phosphomimetic T30D mutant with wild-type cells. In non-stressed conditions, both strains had a similar expression pattern, although a minor set of genes was de-repressed (Supplementary Figure S3C, right panel). 

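Without stress, 184 genes were higher and 18 lower in H4-T30D than in wild-type cells by more than 2-fold at an adjusted p under 0.05 (edgeR), with medians of 1.54 and −1.32 on the log2 scale. Without the 2-fold threshold, 1009 genes were higher and 949 lower. A test against a log2 fold change of 1 called 37 higher and 3 lower genes, and scaling by the library totals gave 291 and 8. By the same criteria as for H4-S47D, the genes with the largest increases were YGL262W, COS12 and YCL074W. COS12 was at 30.8 ± 1.16 CPM in H4-T30D cells (SD, n = 3). YGL262W (chromosome VII, 5312 to 5839) had 53 to 78 counts per library in H4-T30D cells and 3 in each wild-type library, and YCL074W (chromosome III, 2824 to 3750) had 27 to 51 and 0 to 3. The genes with the largest decreases were TAR1, with 2 to 6 counts per library in H4-T30D cells, CUP1-1 and CUP1-2, which were at 24.6 ± 1.64 and 25.5 ± 2.23 CPM, both with a log2 fold change of −1.56.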

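Of the heat-induced genes, 334 (34.2%) had an interaction below 0 in H4-T30D cells and 9 had one above 0. Of the heat-repressed genes, 172 (18.0%) had an interaction above 0 and 4 had one below 0 (adjusted p under 0.05, edgeR). These 4 genes, SIT1 (YEL065W), URA3 (YEL021W), VPS55 and FAA3 (YIL009W), were chosen after their values were seen, apart from VPS55. The median interactions were −0.36 in the induced and 0.23 in the repressed genes. The difference without stress made up a median share of 0.68 of the interaction over the 334 induced genes. Over the 172 repressed genes this share was 0.94. Across the alternative settings that used every replicate, between 163 and 431 genes had a smaller induction, with the lowest number from edgeR fitted to the 12 libraries of the comparison, and between 115 and 271 had a weaker repression, with the highest from DESeq2 fitted to all libraries. With each library left out in turn, the numbers were 229 to 350 and 100 to 252. Per library, the median log2 fold change of the induced genes was 1.67 ± 0.01 in H4-T30D and 2.02 ± 0.03 in wild-type cells (SD, n = 3), and that of the repressed genes was −1.98 ± 0.05 and −2.20 ± 0.07, without overlap in either (two-sided exact permutation test, p = 0.1 for each, the smallest possible). For H4-T30A cells these medians were 1.93 ± 0.01 (p = 0.1, exact permutation test) and −2.19 ± 0.03, which overlapped with wild type (p = 0.8, exact permutation test). As for H4-S47D, these SDs and tests leave out the spread between non-stressed libraries. By the criteria used for H4-S47D, the largest interactions below 0 were those of LSO1, DDR2 and YOR329W-A. DDR2 (YOL052C-A, chromosome XV, 231570 to 231755) rose from 2.32 ± 0.617 to 829 ± 82.2 CPM in wild-type cells and from 8.54 ± 0.994 to 628 ± 38.0 CPM in H4-T30D cells, an interaction of −2.27 (SE 0.20, adjusted p = 3.02e-09). HXT5 rose from 35.0 ± 3.26 to 213 ± 16.4 CPM in H4-T30D cells, an interaction of −1.51 (adjusted p = 1.11e-09). LSO1 (YJR005C-A) and YOR329W-A had low counts in non-stressed wild-type cells, 1 or 2 per library and 2 to 7 per library, and the interaction of YOR329W-A was not called in 6 of 10 alternatives. Among the repressed genes, VEL1 (YGL258W), MRX16 (YDR132C) and AGA2 (YGL032C) had the largest interactions above 0, at 1.15, 1.05 and 1.02. ALD3 reached 1097 ± 20.1 CPM in heat-stressed H4-T30D cells, an interaction of −0.86 (adjusted p = 1.54e-05).

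**Figure D2:**
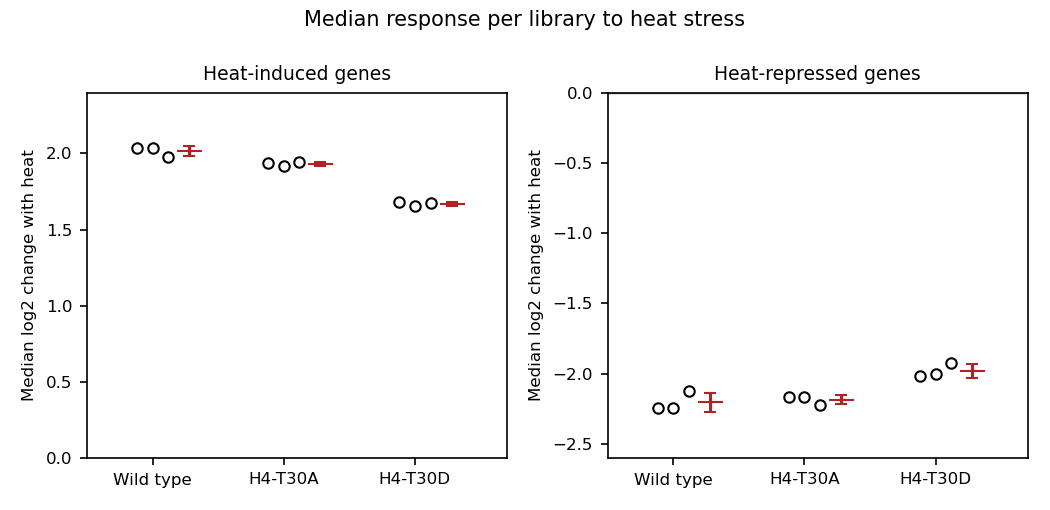
Median log2 fold change upon heat stress of the 978 induced genes and the 955 repressed genes, for each of 3 wild-type, 3 H4-T30A and 3 H4-T30D libraries (open circles), with the mean and SD in red. The induced genes have medians of 1.65 to 1.68 in H4-T30D, 1.92 to 1.94 in H4-T30A and 1.98 to 2.04 in wild-type cells.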

Upon heat stress, around 25–30% of genes were significantly down- or up-regulated in the H4-T30D mutant *versus* wild-type cells (Figure 7A and Supplementary Figure S3D). Up-regulated genes were enriched for terms related to cytoplasmic translation, rRNA export, ribosome and non-sense mediated decay (Supplementary Table S3B), while down-regulated genes showed enrichment for terms related to amino acid biosynthesis (Supplementary Table S3C). 

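Among the heat-repressed genes, 85 of 135 ribosomal protein genes (63.0%) had a weaker repression in H4-T30D cells, against 87 of the other 820 genes (10.6%), an odds ratio of 14.2 (two-sided Fisher's exact test, p = 3.53e-38, adjusted p = 1.06e-37 over the 3 gene sets). This odds ratio was between 13.2 and 24.4 across the alternative settings that used every replicate. With each library left out in turn, it was between 8.05 and 29.8. Among the heat-induced genes, 7 of 11 genes annotated to amino acid biosynthesis or catabolism (63.6%) had a smaller induction, against 327 of the other 967 (33.8%). The odds ratio was 3.26 (p = 0.0529, and 0.0529 after adjustment, from the same exact test). The latter p was under 0.05 in 10 of the 14 alternative settings, for example 0.000279 with DESeq2 fitted to all libraries (6.19e-05 to 0.134 over these 14). It was also under 0.05 in all 12 fits that each left out a library.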

Northern blot analysis validated some of the altered genes, such as *HXT5* or *DDR2*, whose expression is dependent on the phosphomimetic mutant on H4 in response to heat stress (Figure 7B and Supplementary Figure S2D). Thus, these genome-wide analyses allowed us to unmask a severe phenotype of the T30D, while demonstrating the limited effect of the T30A mutation. 

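The heat responses of H4-T30D and H4-T30A cells were compared directly, as the difference between their interactions. At an adjusted p under 0.05 (edgeR) they differed in 560 genes, of which 195 were heat-induced in wild-type cells and 141 heat-repressed. The number was between 352 and 1355 across alternatives chosen after seeing the data, the highest with the model fitted to the 12 libraries of both mutants alone. In 178 of the 195 induced genes the response of H4-T30D was lower than that of H4-T30A, and in 134 of the 141 repressed genes it was higher. From the many genes altered in H4-T30D cells upon heat stress, and the few altered in H4-T30A cells, the paper concludes that the T30D mutation has a severe phenotype and that the effect of the T30A mutation is limited.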

Our findings suggest that the T30 mutation on H4 is critical in the regulation of the transcription of heat stress-responsive genes upon stress. Moreover, as shown before (Supplementary Figure S4), the expression of individual genes is controlled by an assortment of transcription factors and specific histone modifications that fine-tune the promoter- and stress-specific regulation of gene expression under stress. To characterize the effects of mimicking or avoiding the phosphorylation of H4-T30, we performed cell growth assays under heat stress. In agreement with the severity of its transcription defects, H4-T30D impaired growth at 39°C compared to wild-type cells (Figure 7C and D).

**Figure 7.**
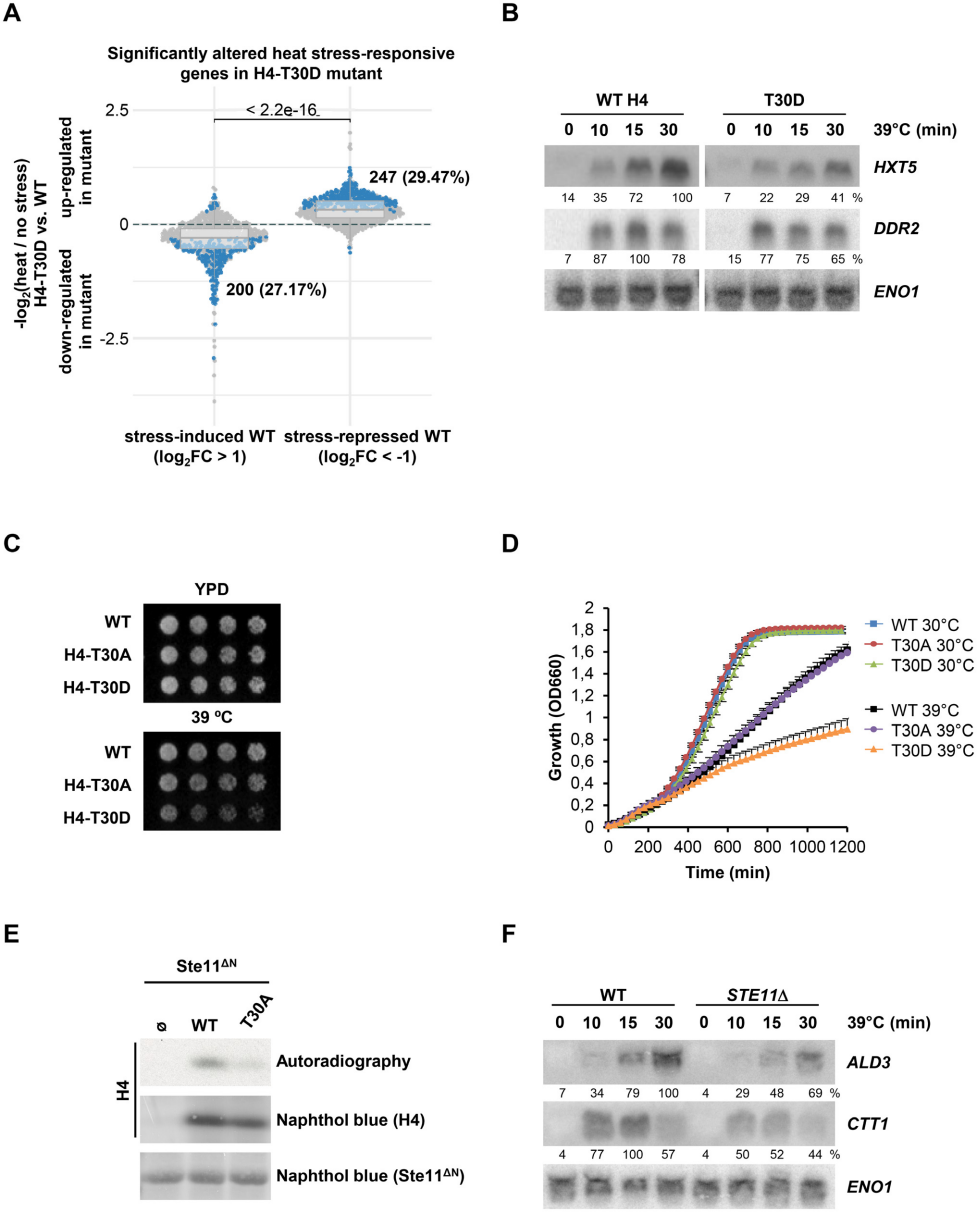
H4-T30D phosphomimetic mutant triggers transcriptional and growth defects in response to heat stress. (**A**) Differences in the stress-activated and stress-repressed transcriptional responses defined in (C) between H4-T30D and wild-type (WT) strains. Horizontal lines in the boxplots indicate the median, and dashed gray lines indicate a relative absolute fold change of 1. The indicated *P*-value is based on a Wilcoxon-test, while the highlighted numbers represent genes significantly altered by the mutant in response to heat stress compared to non-stress conditions (blue dots). (**B**) Histone mutant strains were subjected to heat stress (39°C) for the indicated length of time. Total mRNA was assayed by northern blot with radiolabeled probes for *HXT5* and *DDR2* (stress-responsive genes) and *ENO1* (as loading control). RNA levels were quantified as described in Figure 4B. (**C**, **D**) Cell growth analysis upon heat stress. For cell dots, WT and the indicated histone mutant strains were grown to mid-log exponential phase in YPD, serially diluted (2-fold), spotted onto YPD plates, and then grown at 30°C or 39°C for 3–5 days (C). For growth curves, exponential phase cell cultures were diluted in YPD and grown at 30°C or 39°C with constant agitation for 20 h. Cell density (OD_660_) was measured using a Synergy H1 Hybrid Reader (BioTek). Data are the means ± SD of a minimum three technical replicates from a representative experiment (D). (**E**) Ste11 phosphorylates the H4-T30 residue *in vitro*. *In vitro* kinase assay using a constitutively activated version of Ste11 (Ste11^ΔN^) and full-length WT or H4-T30A histone versions as substrates. Radiolabeled peptides were resolved by SDS/PAGE, transferred to a nylon membrane and detected by autoradiography. Both GST-tagged Ste11^ΔN^ and full-length histone were detected by Naphthol blue. (**F**) *STE11*Δ mutant cells mimic the transcriptional defect of the non-phosphorylatable H4-T30A mutant upon heat stress. mRNA levels of stress-responsive genes upon heat stress (39°C) were assessed by northern blot in WT and *STE11*Δ strains. RNA levels were quantified as described in Figure 4B.

To identify the kinase(s) that potentially regulate T30 phosphorylation on H4, we performed a similar biochemical approach as before (Figure 5A) and assayed *in vitro* the entire kinome with H4 histone recombinant GST-peptides (amino acids 2–46 WT or T30A) as substrates. This kinase screening yielded 17 kinases that phosphorylated the wild-type H4-T30 (Supplementary Figure S5B). Of these kinases, only 2 (Ste11 and Cdc5) did not phosphorylate the alanine mutant H4-T30A peptide. We opted to further characterize the Ste11 MAP3K as a putative kinase to phosphorylate H4-T30. Indeed, purified yeast active Ste11 (Ste11^ΔN^ (42)) phosphorylated *in vitro* full-length histone H4 but not the H4-T30A mutant (Figure 7E). We then checked Ste11 kinase target gene enrichment among the histone H4-T30D mutant affected genes defined by our RNA-seq data but no significant enrichment was found based on the public Ste11 target gene list (40) (Supplementary Table S4). The Ste11 MAP3K has been involved in the heat stress response (56–59). Next, we tested whether the deletion of *STE11* down-regulates gene expression similar to the non-phosphorylatable mutant of T30 on H4 upon heat stress. Since we found that expression of *ALD3* and *CTT1* was reduced in the T30A mutant, we assessed whether mutation of Ste11 triggered a similar transcriptional impairment. As shown by northern blot, mRNA levels of the stress-responsive genes *ALD3* and *CTT1* were decreased in the *STE11Δ* strain compared to control cells (Figure 7F and Supplementary Figure S2E), correspondingly to H4-T30A mutant strain (Figure 6B), thereby suggesting that Ste11 regulates the activation of heat-responsive genes by targeting H4-T30. To further assess the effect of the Ste11 kinase in non-heat-responsive genes, we artificially tethered Ste11^ΔN^ kinase to the non-stress responsive *ADH1* promoter as before. Upon induction of the pLexA-HA-Ste11^ΔN^ with estradiol, there was a down-regulation of *ADH1* mRNA when compared to the control (HA-tagged LexA strain) (Supplementary Figure S7B). To demonstrate the kinase tethering, we analyzed the binding of this fusion protein to the *ADH1* promoter by means of ChIP (Supplementary Figure S7C). Taken together, we found a new modifiable histone residue relevant for the transcriptional response upon stress.

## DISCUSSION

The transcriptional landscape of cells changes dramatically in response to extracellular stimuli. Histone PTMs play a crucial role in regulating gene expression, thereby facilitating such transcriptional reprogramming (20,32,60,61). In this study, we globally assessed the histone requirements for a proper transcriptional response to osmostress and heat shock. Using genome-wide genetic screenings, we identified more than 200 histone point mutations that are required for the correct activation of one or more stress-responsive gene reporters. Of note, some of the histone mutants uncovered corresponded to histone residues whose PTMs have already been described to regulate transcription (e.g., H3-K4me3 (62,63), H3-K36me3 (64), H4-K20me (65), H3-K56ac (28), H3-K122ac (23) and H4-K31ub (66)). These examples validate the capacity of our genetic approach to reveal novel histone residues relevant for transcriptional regulation.

In general terms, the histone residues whose mutations triggered inappropriate transcriptional activation of the stress-dependent reporters were distributed relatively equally among the four histones. However, on histones H2A and H2B, mutants with higher basal expression on the p*HSP82-qV* reporter were overrepresented. In contrast to *ALD3* and *STL1*, where specific transcription factors are recruited only in response to stress, the transcription factor Hsf1 binds to the *HSP82* promoter in non-stress conditions (67,68). This binding confers an open conformation to the promoter, thereby allowing the transcriptional machinery to fire within seconds of a shift in temperature (69). It is also known that H2A/H2B dimers are more easily displaced from the nucleosome (70,71). Thus, point mutations in H2A/H2B in some specific promoters might cause changes in the nucleosome structure and relax the nucleosome blockage, thereby increasing the basal expression of the fluorescent reporter.

In addition to the list of specific histone mutants with a transcriptional phenotype, this study has revealed some general features regarding the involvement of histones in the massive and rapid reorganization of the transcriptional program in response to stress. First, the requirements of histone residues seem to be gene-specific, since there was a relatively poor overlap between the different reporters (p*ALD3-qV vs*. p*HSP82-qV* upon heat stress and p*ALD3-qV vs*. p*STL1-qV* upon osmostress). This minimum overlap could be explained by the fact that each promoter is regulated by distinct transcription factors, Msn2/4 for *ALD3*, Hsf1 for *HSP82*, and Hot1 and Sko1 for *STL1* (8,9,72–75), and these factors have specific mechanisms through which to initiate transcription. For instance, the Rpd3 deacetylase histone complex is recruited to Msn2/4- but not to Hsf1-dependent genes upon heat stress (10,76), and the interactions of some chromatin remodelers, such as SWI/SNF, RSC and ISWI with these promoters are known to differ (11,12,77,78). Second, the landscape of histone residues depends on the type of stress (heat stress versus osmotic stress in p*ALD3-qV*). This distinction might be due to the fact that each stimulus is governed by specific pathways with different dynamics, thereby resulting in distinct chromatin signatures for optimal transcription. However, 19 out of 21 histone residues from the overlap between stresses were previously reported to render transcriptional defects (26,32,79), thereby suggesting that they belong to common regulatory mechanisms or are involved in fundamental processes that regulate nucleosome stability/dynamics, regardless of the environmental stresses. Some of these histone residues, such as the H3-K4, H4-K91 and H2A-I112, are known to be relevant for histone biology (80–82) while others remain unreported. Third, most of the residues whose mutations triggered an impairment of transcriptional initiation were located in exposed regions of the nucleosomes, either in the histone tails or on the surface of the histones. These results are in agreement with several reported examples describing new modifications in the globular domains of histones (23–25) and provide further insight into how histone modification biology regulates transcriptional processes. In addition to the location of a single residue, the screenings also highlighted the importance of the surrounding context, since there were series of consecutive residues (modifiable or not) with transcriptional defects. These regions could have relevant functions, serving as docking sites for histone modifiers, creating an appropriate context for a catalytic site, or simply structuring the whole histone. Finally, potentially post-translationally modifiable amino acids such as lysine and serine are overrepresented as histone mutants with transcriptional defects. This finding opens a novel framework through which to characterize new histone PTMs required for transcriptional regulation upon the reprogramming of dynamic gene expression. Indeed, some specific histone modifications have larger effects on the dynamics of gene expression than on steady-state transcription (28–31). Nevertheless, it should be taken into account that mutations of amino acids that are either charged or polar might have dramatic effects on protein folding and nucleosome assembly. Moreover, non-modifiable residues were also highly represented in our screenings. These types of hydrophobic amino acids are frequently buried or next to buried residues in folded histones, and they might be more likely to alter nucleosome structure.

With the aim to identify novel histone PTMs required for transcriptional stress-response, here we focused on two specific examples of histone mutations taken from the genetic screenings. Initially, we reported a novel role for H4-S47 on transcriptional regulation upon osmostress. The mutation of this serine to aspartic acid, which mimics its phosphorylation, resulted in a severe alteration of gene expression and a cell growth defect in response to osmostress. Moreover, under non-stress conditions, the S47D mutant cells showed significant de-repressed gene expression. H4-S47 is located on the lateral surface of the histone, in close proximity to the DNA strand. Given the position of this residue, it could be speculated that a permanent negative charge could create more unstable nucleosomes, thus causing this up-regulated gene expression pattern. However, upon stress, the phosphomimetic mutation triggered a massive down-regulation of osmostress-induced genes. These observations thus indicate that the activation of gene expression is targeted by H4-S47 phosphorylation. Indeed, both Thr30 and Ser47 of the histone H4 protein were found to be phosphorylated, supporting our data from the histone mutant screenings. Of note, the phosphorylation of other histone residues in basal conditions, which become functionally relevant in non-steady state conditions, such as cellular stress has been reported (83).

By performing an unbiased biochemical screening, we identified Cla4 and Ste20, homologs of the mammalian PAK2 family, as the kinases that phosphorylated H4-S47. Constitutive activation of Cla4 rendered the down-regulation of stress-responsive genes, similar to the effect of the phosphomimetic H4-S47D mutant in stress conditions. PAK-like kinases have been implicated in the signal transduction in the HOG pathway upon stress through the Sho1 branch that includes the Ste11 MAPK3, the latter phosphorylating Pbs2 MAP2K, which in turn activates the Hog1 MAPK (2). Here we demonstrate that the binding of PAK2 kinases to stress-responsive promoters depends on the upstream signaling component Sho1 but not on the downstream signaling of the HOG pathway. Thus, in this scenario, we propose that, in response to stress, Cla4 and Ste20 play a dual role: (i) they phosphorylate Ste11 to propagate signaling through Pbs2 and Hog1, thereby allowing induction of the transcriptional stress-responsive program (55) and (ii) they phosphorylate H4-S47 located in stress-loci in a MAPK cascade-independent manner. This phosphorylation might lead to a negative loop that collaborates with other mechanisms to attenuate stress-responsive gene expression, which is known to be essential for cell survival (12,18,84). This balance would be disturbed by the S47D mutation or hyper-activation of the PAKs, pulling the system into a more repressive state. Of note, Cla4 and Ste20 have been reported to restrict gene expression. For instance, the PAK-like kinases down-regulate the expression of genes involved in sterol uptake by a MAPK-independent pathway (85). Moreover, the phosphorylation of the H4-T80 by Cla4 upon DNA damage (86) and the H2B-S10 by Ste20 during hydrogen peroxide-induced apoptosis (87) have been reported, thus highlighting the importance of these kinases in histone regulatory pathways. Remarkably, in human cells, PAK2 kinases phosphorylate H4-S47 to enhance the binding of the histone chaperones HIRA, which increase histone repositioning on chromatin (52,53). Whether the phosphorylation of yeast H4-S47 is also required for the recruitment of Hir1, Hir2, Hir3 or HPC2, homologs of the mammalian HIRA complex, has not been addressed to date.

Located in close proximity to the nucleosome entry site, H4-T30 is another potentially modifiable residue whose mutation to a non-phosphorylatable version (H4-T30A) resulted in lower gene expression of the p*ALD3-qV* reporter upon heat stress. Although our RNA-seq data showed that H4-T30A triggered a mild effect on the stress-expression pattern, the phosphomimetic mutant H4-T30D prompted a more severe transcriptional phenotype, as well as a clear impairment of cell growth in response to heat stress. Thus, the phosphorylation balance of H4-T30 seems to be required for proper adaptation to stress. We identified the Ste11 MAP3K as the putative histone kinase of this specific threonine. Indeed, deletion of *STE11* showed transcriptional phenotypes reminiscent of T30A. Ste11 is reported to be an activator of the heat stress response (56–59), although it has never been described as a histone kinase. Of note, the amino acid lying next to H4-T30, H4-K31, is a lysine whose modification regulates transcription (65,88). It remains to be determined whether these two PTMs interact to achieve an optimal transcriptional response.

This study gives a global picture of the specific histone residues required for a massive and rapid transcriptional reprogramming and provides insight into the general features regarding stress-responsive gene regulation by histones. As stated in the introduction, upon stress there is a massive but transient transcriptional outburst. Initially, chromatin remodelers and histone chaperones displace nucleosomes to facilitate the binding of the transcriptional initiation machinery. In this context, histone PTMs and MAPK signaling are relevant to define the nucleosome dynamics and chromatin remodeling in these stress-responsive genes, which ultimately helps to define the timing and intensity of the response (11,14,17). To finely tune the transcriptional response, chromatin remodelers and histone chaperones reposition nucleosomes back while transcription returns to basal levels (12,18). In such dynamic regulation, the phosphorylation of residues H4-S47 and H4-T30 contributes to modulating the transcriptional stress-response. The transcriptional screenings reported here provide valuable information to determine novel histone PTMs, their chromatin modifiers, and their function in stress responses, as we showed with the H4-S47 and T30 residues. Histones are highly conserved among species and, as seen in this study, some modifications and regulatory elements are shared between them. The implications of histone PTMs in the pathogenesis and treatment of human diseases have already been pointed out (56,89,90). Therefore, a deeper understanding of the interface between chromatin regulation and transcriptional control might facilitate better characterization of a wide range of diseases.

## DATA AVAILABILITY

RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) database (GSE130549).

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (46) partner repository with the dataset identifier PXD017134.

## Supplementary Material

gkaa081_Supplemental_Files Click here for additional data file.

# Supplementary material for: A genetic analysis reveals novel histone residues required for transcriptional reprogramming upon stress
**Source:** Nucleic Acids Res. 2020 Feb 17;48(7):3455–75. doi: 10.1093/nar/gkaa081
**Supplement:** gkaa081_Supplemental_Files

**A**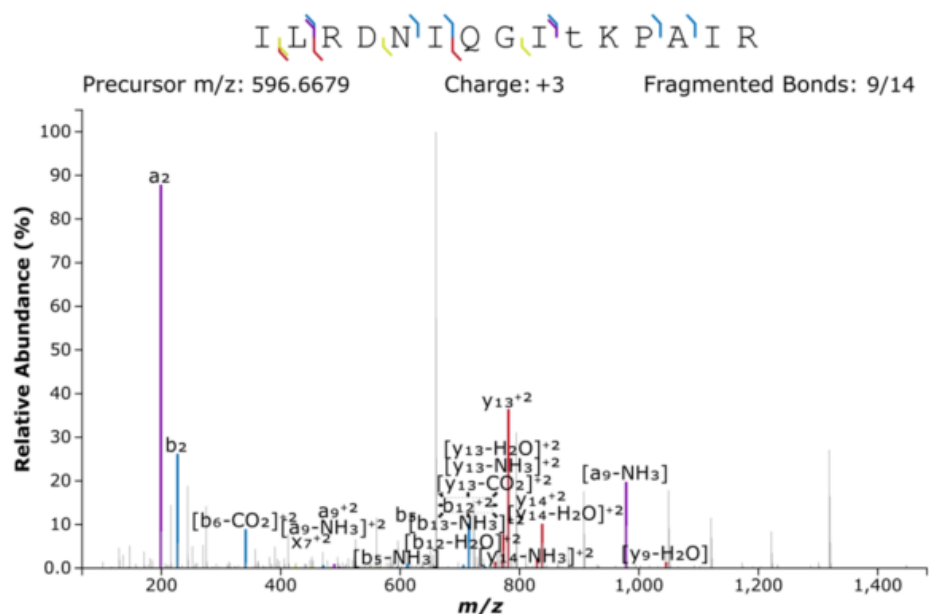**B**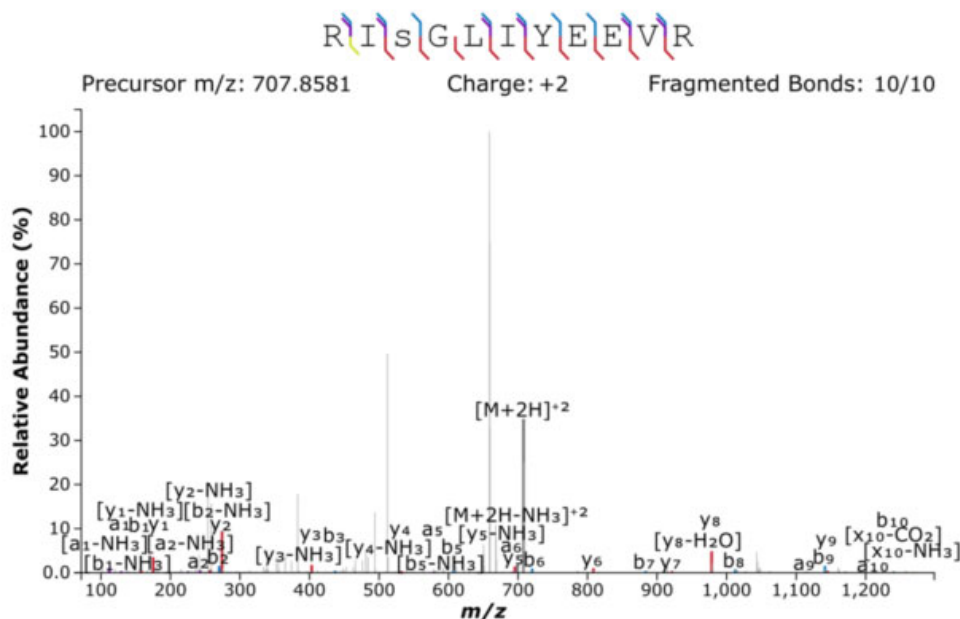

**Figure S1:** Annotated spectra corresponding to the H4-T30 (**A**) and H4-S47 (**B**) phosphorylation events. Annotation was performed by the Interactive Peptide Spectral Annotator software (IPSA), with a 20 ppm mass tolerance. It has to be noted that commonly observed phosphate neutral losses ( $\text{HPO}_3$ ,  $\text{H}_3\text{PO}_4$  from precursor or fragments) annotations are not possible with IPSA and are thus not displayed here.

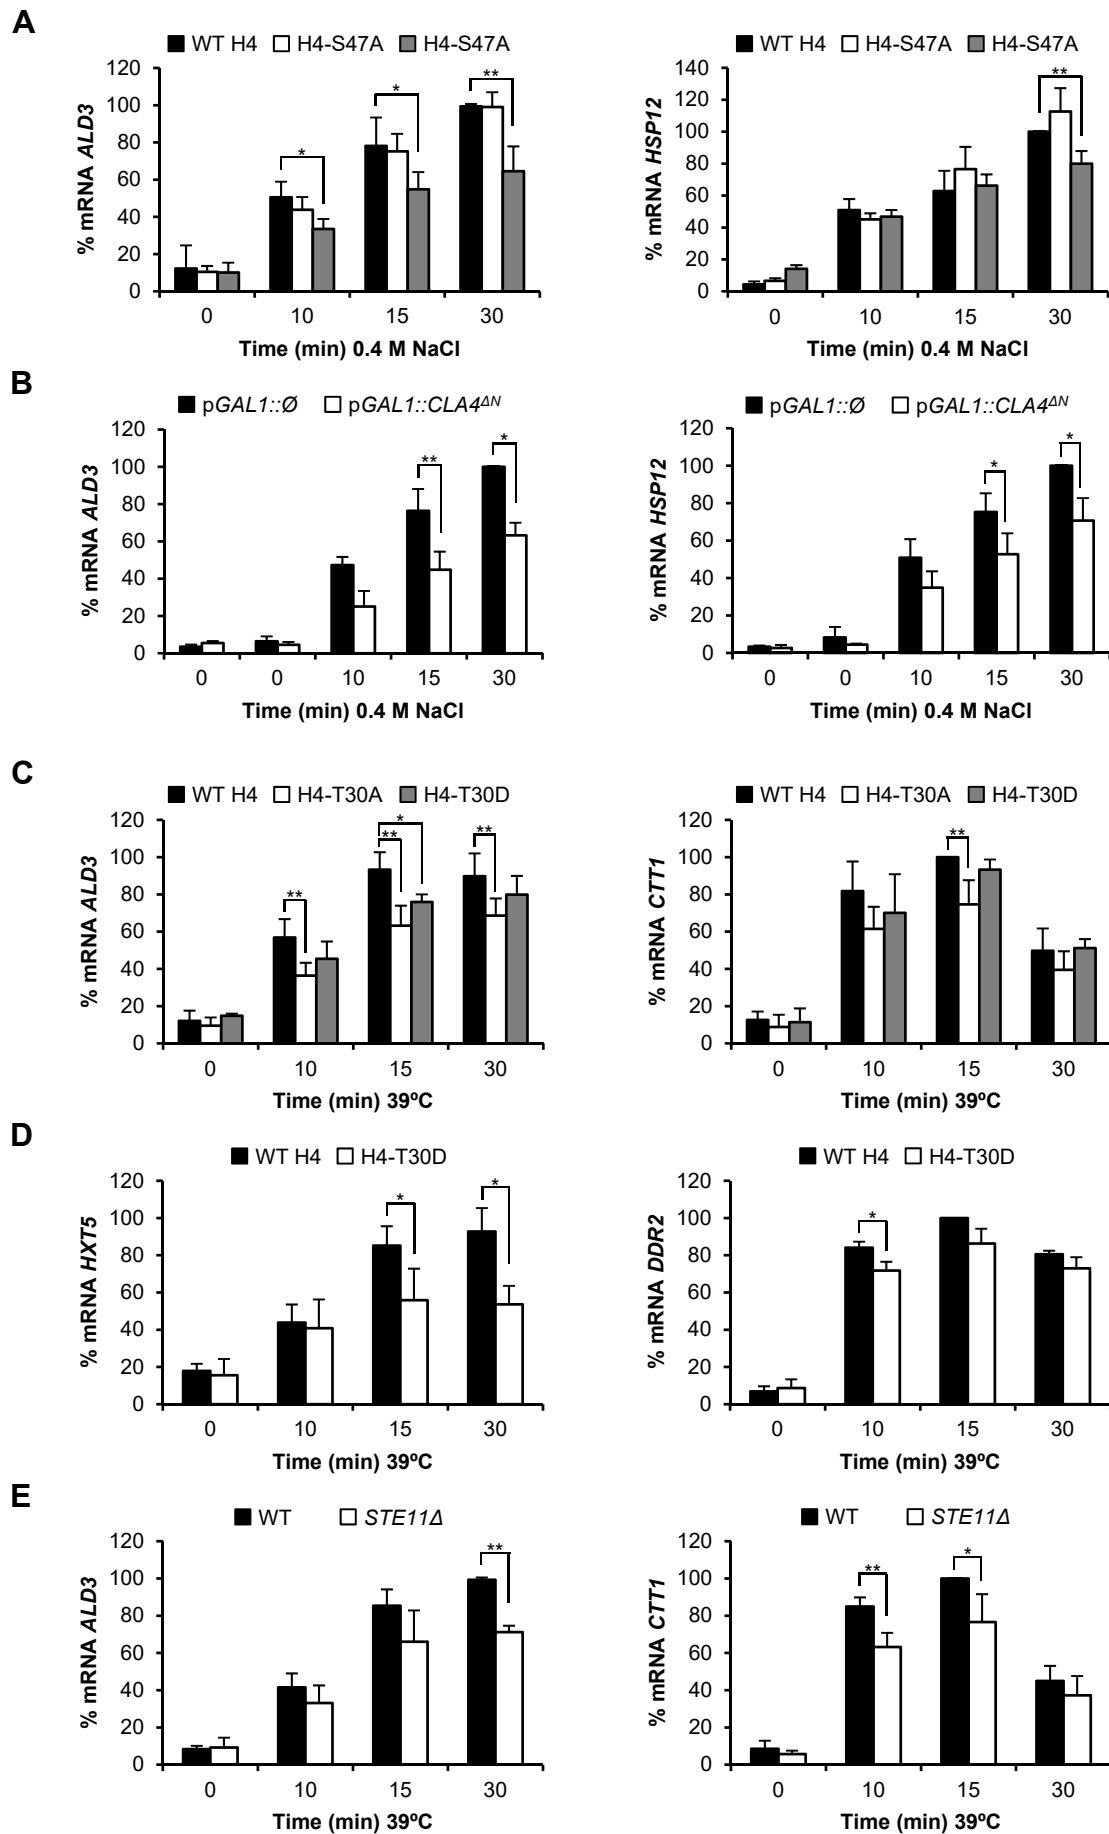

**Figure S2. Northern blots quantification.** Mean  $\pm$  SD mRNA expression of at least three experiments as described in Figure 4B (A), Figure 5C (B), Figure 6B (C), Figure 7B (D) and Figure 7F (E). \* $p < 0.05$ , \*\* $p < 0.01$ .

**A**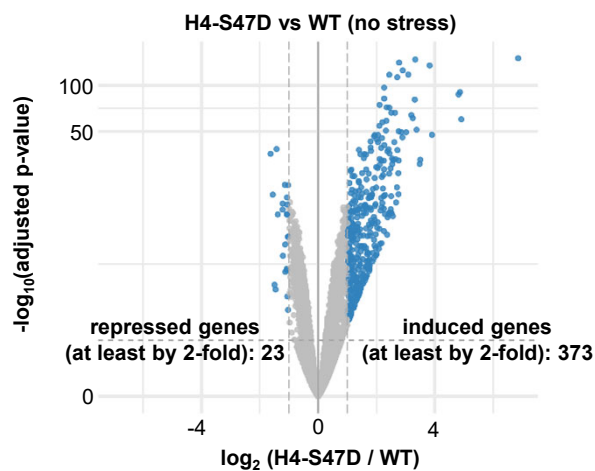**B**

|                                                | Total genes per group | of which significantly altered in S47D mutant |
|------------------------------------------------|-----------------------|-----------------------------------------------|
| stress-induced WT ( $\log_2\text{FC} > 1$ )    | 577                   | 385 (66.72%)                                  |
| stress-repressed WT ( $\log_2\text{FC} < -1$ ) | 691                   | 372 (53.84%)                                  |
| other                                          | 5478                  | 852 (15.55%)                                  |

**C**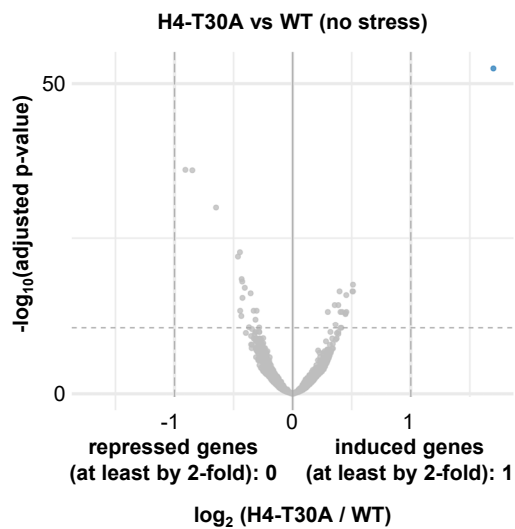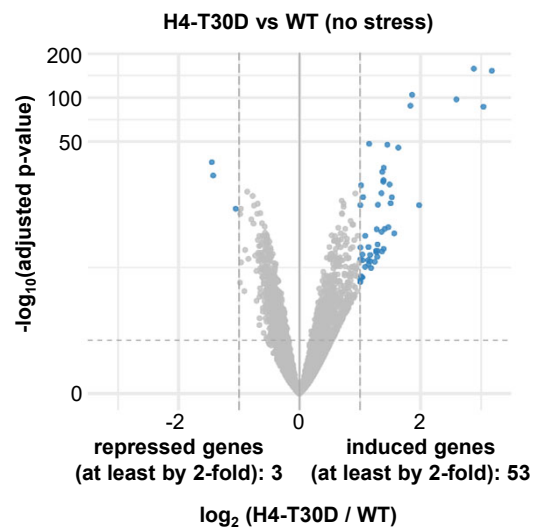**D**

|                                                | Total genes per group | of which significantly altered in T30A mutant | of which significantly altered in T30D mutant |
|------------------------------------------------|-----------------------|-----------------------------------------------|-----------------------------------------------|
| stress-induced WT ( $\log_2\text{FC} > 1$ )    | 736                   | 15 (2.04%)                                    | 200 (27.17%)                                  |
| stress-repressed WT ( $\log_2\text{FC} < -1$ ) | 838                   | 5 (0.60%)                                     | 247 (29.47%)                                  |
| other                                          | 5172                  | 14 (0.27%)                                    | 292 (5.65%)                                   |

**Figure S3. RNA sequencing analysis of histone mutant strains upon stress (A)** Volcano plot showing significantly altered gene expression of H4-S47D mutant versus wild-type (WT) strains in non-stressed conditions. Dashed vertical lines mark the imposed  $\log_2$  fold change threshold of 1 (up-/down-regulation), whereas the dashed horizontal line indicates an adjusted p-value of 0.05. The indicated p-value is based on a Wilcoxon-test. Bold numbers represent genes significantly altered in the H4-S47D mutant compared to WT strains (blue dots).  $|\log_2\text{FC}| > 1$ ,  $\text{FDR} < 0.05$ . **(B)** Table showing the percentage of stress-responsive genes altered in the H4-S47D mutant. **(C)** Volcano plot showing significantly altered gene expression of H4-T30A (left panel) and T30D (right panel) mutants versus WT strains in non-stressed conditions as in Figure S1A. **(D)** Table showing the percentage of stress-responsive genes altered in H4-T30A and T30D mutants.

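The comparisons of Supplementary Figure S3 also cover genes that did not respond to the stress in wild-type cells. Outside the osmostress-responsive genes, 1149 of 4636 tested genes (24.8%) had an altered response in H4-S47D cells, 745 with an interaction below 0 and 404 above 0 (adjusted p under 0.05, edgeR). Outside the heat-responsive genes, 10 of 4276 (0.234%) were altered in H4-T30A and 351 (8.21%) in H4-T30D cells. In H4-T30A cells 8 of the 10 were above 0, and those below 0 were SVF1 (YDR346C) and CHA1 (YCL064C), chosen after their values were seen, with interactions of −0.36 and −0.47. In H4-T30D cells 259 were below 0 and 92 above 0. At an unadjusted p under 0.05, the 3 numbers were 1605, 426 and 903. Of the 426 in H4-T30A cells, 286 were below 0 and 140 above 0, the reverse of the balance among the genes called.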

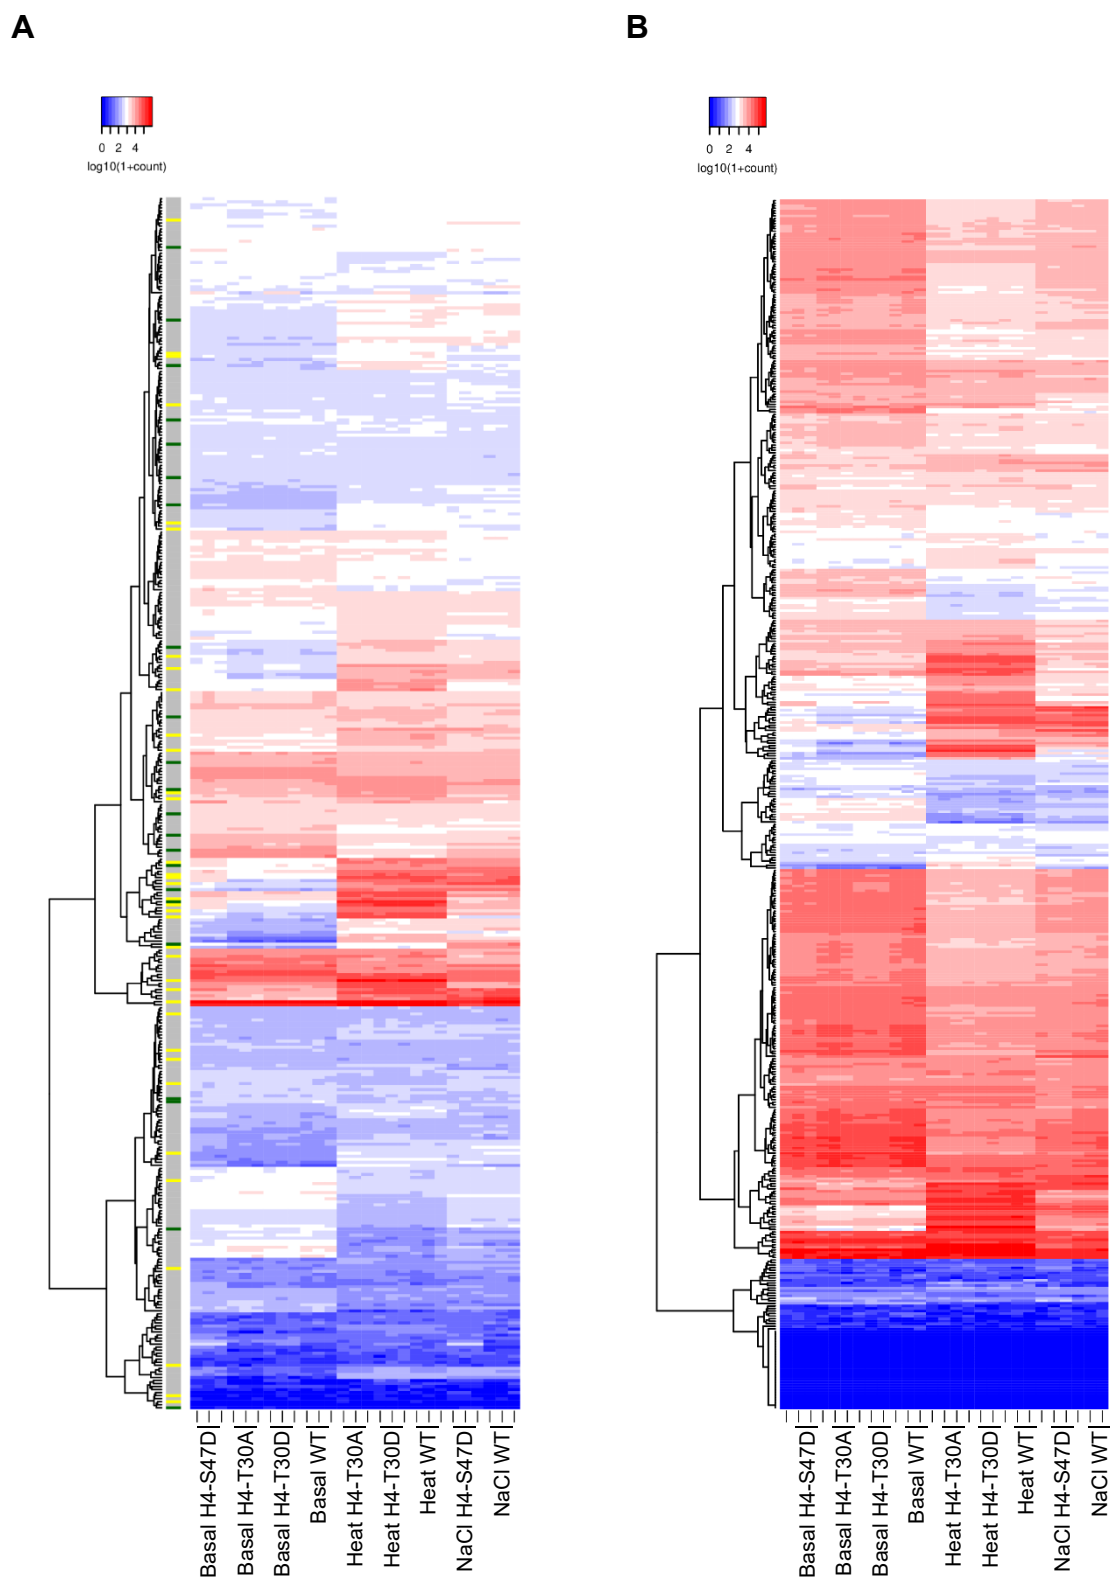

**Figure S4. Expression of Msn2/4 and Hsf1-dependent genes on histone mutant strains upon stress.** Heatmaps of log10-scaled normalized counts for Msn2/4 (**A**) and Hsf1 (**B**) target genes, with genes displayed in rows and samples in columns. (**A**) Gene color code: in grey, target gene of Msn2; in green, target gene of Msn4; in yellow, target gene of both Msn2 and Msn4. Target gene lists were download from SGD (yeastgenome.org).

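Supplementary Figure S4 shows normalized counts of target genes of Msn2/4 and Hsf1, transcription factors of the general and the heat stress response, in each library. In H4-S47D cells, HSP82 was at 416 ± 10.5 CPM without stress and 484 ± 37.8 CPM upon osmostress (SD, n = 3), an interaction of −1.55 (adjusted p = 7.41e-13, edgeR), and CTT1 at 41.7 ± 4.59 and 4207 ± 201 CPM, an interaction of −1.15 (adjusted p = 6.01e-08). Upon heat stress, HSP82 was at 8115 ± 14.3 CPM in H4-T30A and 8319 ± 119 CPM in H4-T30D cells, with interactions of 0.07 (adjusted p = 0.858) and −0.75 (adjusted p = 7.76e-06), and CTT1 was at 1914 ± 80.9 CPM in H4-T30D cells, where its interaction was −0.24 (adjusted p = 0.238). Wild-type cells reached 8429 ± 518 CPM of HSP82 upon heat stress. Without stress HSP82 was at 306.5 ± 4.41 CPM in H4-T30D and 184 ± 12.0 CPM in wild-type cells, so its interaction lay in the level before stress. Of the 13 genes with symbols starting in HSP, 11 had an interaction below 0 in H4-S47D cells and none above 0. In H4-T30D cells 8 were below 0 and 1 above 0, and in H4-T30A cells none passed the threshold (1 at an unadjusted p under 0.05). The median interactions of these genes were −1.34 in H4-S47D and −0.47 in H4-T30D cells.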

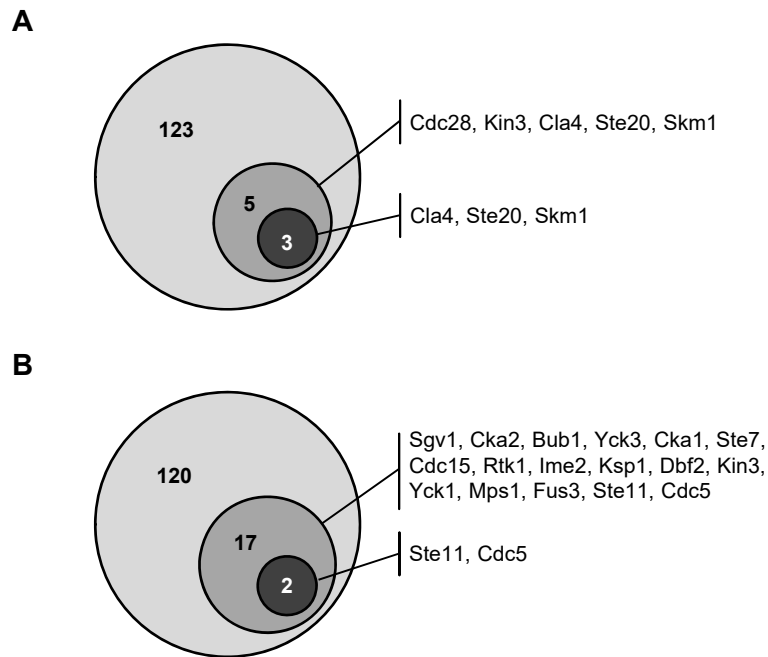

**Figure S5. Kinase assay screenings for H4-T30 and H4-S47.** (A) The *in vitro* kinase assay screening for H4-S47 identified 5 kinases out of 123 kinases that phosphorylated a fused GST-short histone peptide (amino acids 38 to 57) containing the wild-type H4-S47. From these 5, 3 kinases (Cla4, Ste20 and Skm1) phosphorylated the S47 and not the S47A peptides. (B) Similar to (A), an *in-vitro* kinase assay screening identified 17 kinases out of 120 kinases assayed that phosphorylated the wild-type H4-T30 GST-fused short histone peptide (amino acids 2 to 46). 2 (Cdc5 and Ste11) out of these 17 did not phosphorylate the H4-T30A short peptide.

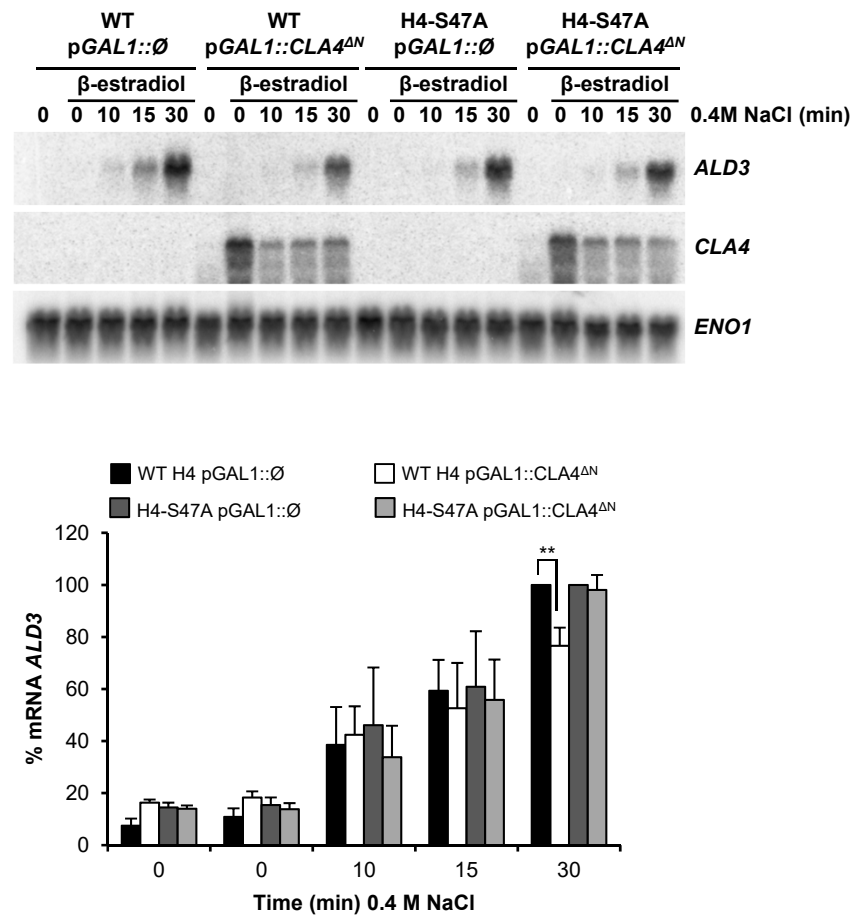

**Figure S6. Constitutive activation of Cla4 down-regulates *ALD3* gene expression upon stress in wild-type but not in H4-S47A cells.** mRNA levels of stress-responsive gene (*ALD3*) upon osmotic stress (0.4 M NaCl) for the indicated length of time were assessed by northern blot in H4 WT and H4-S47A mutant strains harbouring a constitutively activated version of Cla4 (*pGAL1::CLA4<sup>ΔN</sup>*) or not (*pGAL1::Ø*), induced by  $\beta$ -estradiol. RNA quantification is expressed as the ratio of mRNA levels normalized by *ENO1* and taking the value of maximum gene expression of *pGAL1::Ø* strains as 100% reference. The upper panel shows a representative experiment and the lower panel the data of at least three independent experiments reported as mean  $\pm$  SD for *ALD3* mRNAs. \* $p < 0.05$ , \*\* $p < 0.01$ .

**A**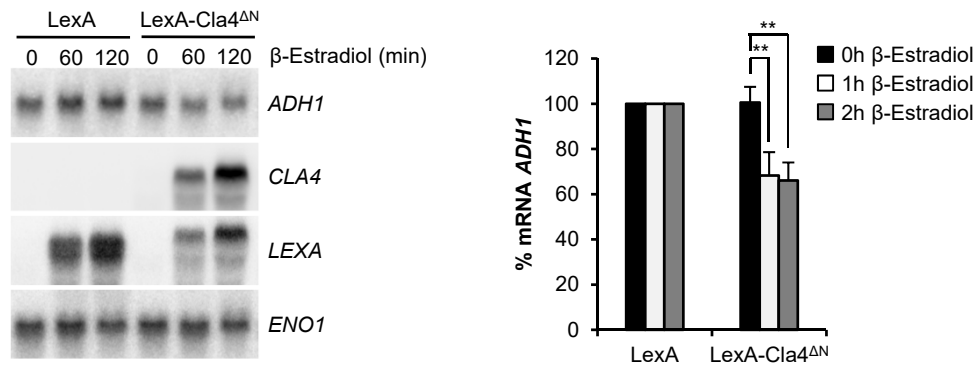**B**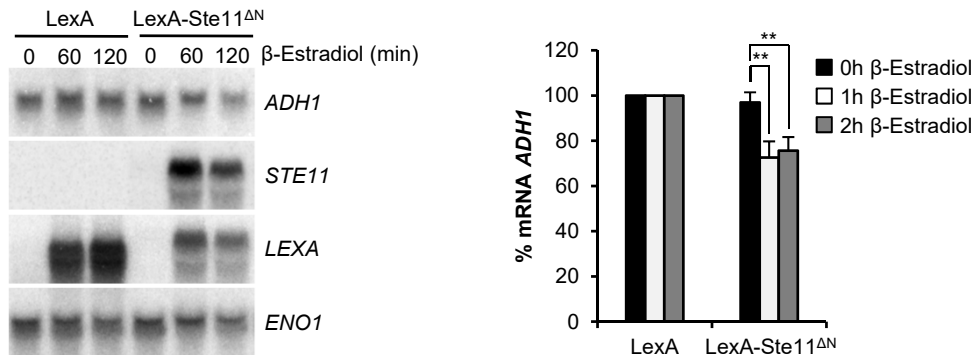**C**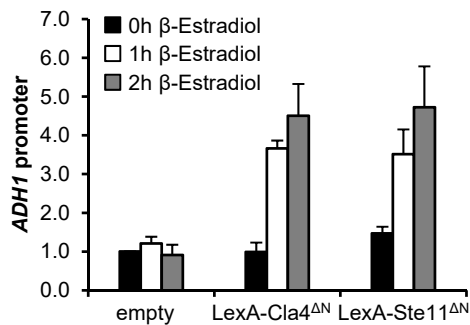

**Figure S7. Tethering the hyperactive kinases Cla4<sup>ΔN</sup> (A) and Ste11<sup>ΔN</sup> (B) down-regulates transcription of *ADH1*.** The expression of protein LexA alone (LexA) or fused to kinases Cla4<sup>ΔN</sup> (LexA-Cla4<sup>ΔN</sup>) or Ste11<sup>ΔN</sup> (LexA-Ste11<sup>ΔN</sup>) was induced with β-estradiol for the indicated times in strains harboring the operons of LexA at -400 of *ADH1* gene. Total mRNA was analyzed by northern blot for *ADH1*, *LEXA*, *CLA4*, *STE11* and *ENO1* as loading control. A representative figure (left panel) and mRNA quantification of *ADH1* expression of at least three experiments (right panel) is shown for Cla4<sup>ΔN</sup> (A) and Ste11<sup>ΔN</sup> (B) tethering. mRNA expression is expressed in percentage as the ratio of *ADH1* normalized by *ENO1* and taking the value of maximum gene expression of the LexA empty strain per time point as 100% reference. Data are reported as mean ± SD. \*p < 0.05, \*\*p < 0.01. (C) Binding of LexA-HA fused Cla4<sup>ΔN</sup> and Ste11<sup>ΔN</sup> was analyzed by ChIP to LexA operons at -400 bp of *ADH1* gene. Real-time PCR results are plotted as the fold induction relative to an untagged strain normalized to a telomere internal control.

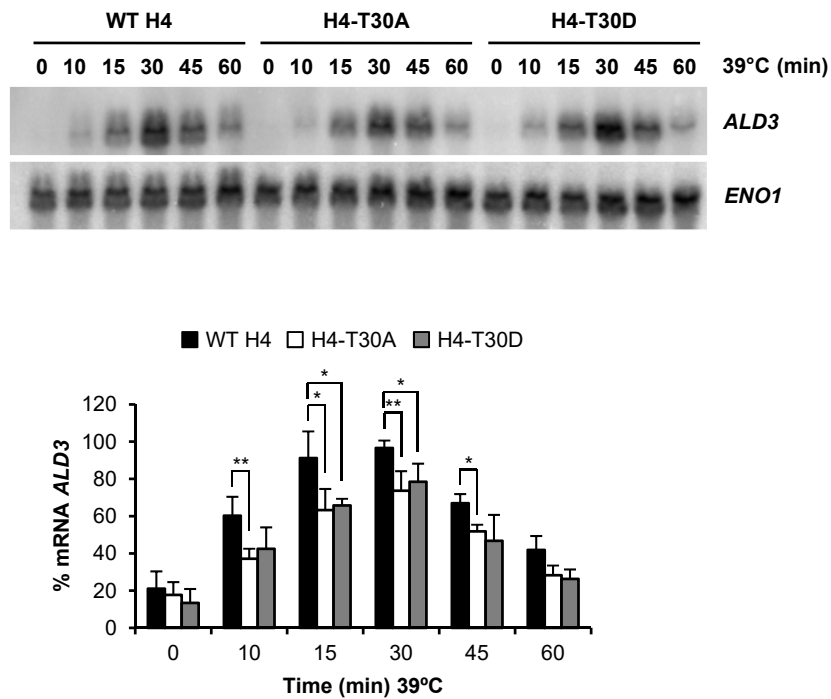

**Figure S8. H4-T30 is required for proper transcriptional response upon heat stress.** H4 wild-type and H4-T30 mutant strains were heat stressed (39°C) for the indicated time points. Total mRNA was assayed by northern blot against *ALD3* and *ENO1* (as loading control). RNA quantification is expressed in percentage as the ratio of mRNA levels normalized by *ENO1* and using the value of maximum gene expression of the WT strain as 100% reference. The upper panel shows a representative experiment and the lower panel the data of at least three independent experiments reported as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ .

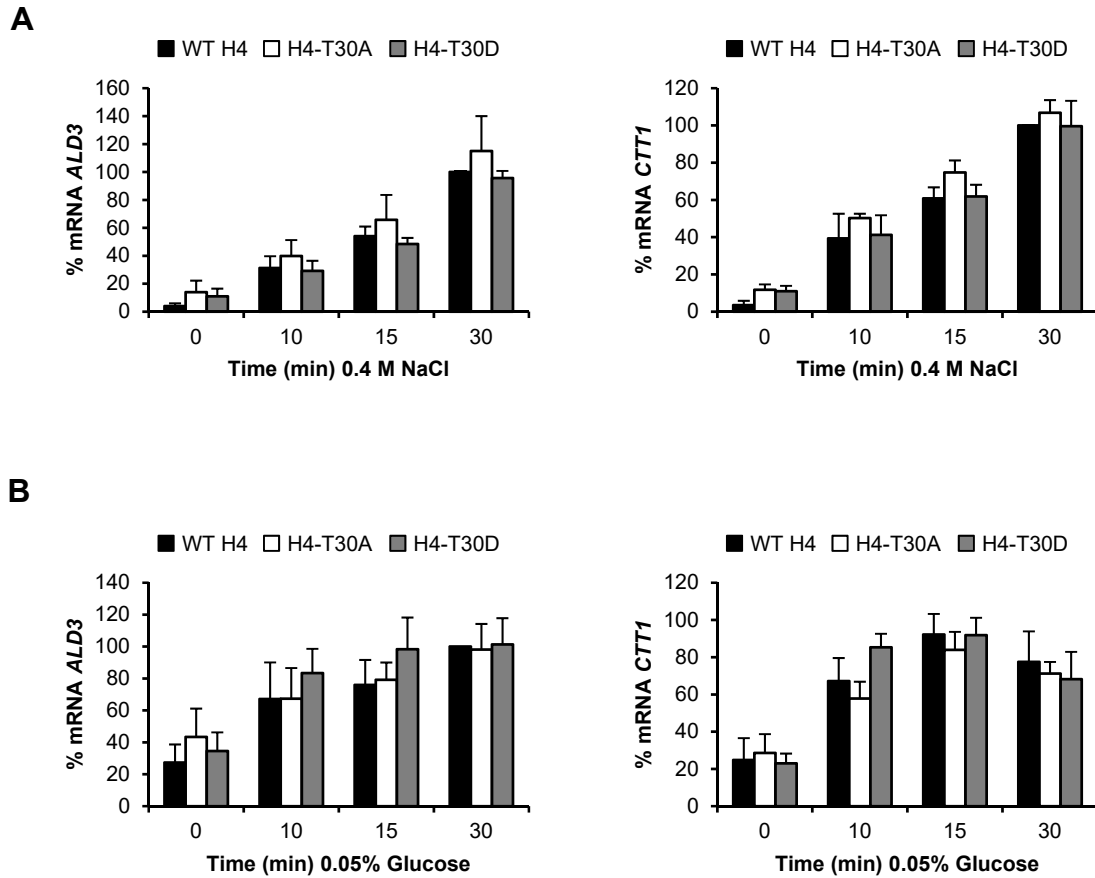

**Figure S9. H4-T30 mutant strains does not trigger transcriptional defects upon osmotic and low glucose stress.** Wild-type (WT H4), H4-T30A and H4-T30D mutants were subjected to osmotic (0.4 M NaCl) (**A**) or low glucose (0.05%) (**B**) stress for the indicated time points. Total mRNA was analyzed by northern blot for *ALD3*, *CTT1* (stress-responsive genes) and *ENO1* and *RDN18* (loading controls). RNA quantification is expressed in percentage as the ratio of mRNA levels normalized by *ENO1* or *RDN18* and taking the value of maximum gene expression of the WT strain as 100% reference. Data of at least three independent experiments are reported as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ .

How the deposited data were processed for this re-analysis (not part of the article)

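Poly(A) RNA was sequenced from wild-type, H4-S47D, H4-T30A and H4-T30D yeast cells in 27 libraries, 3 biological replicates in each of 9 groups of strain and condition. The conditions were no stress at 30°C for all 4 strains, 15 min in 0.4 M NaCl for wild-type and H4-S47D cells, and 10 min at 39°C for wild-type, H4-T30A and H4-T30D cells. One set of non-stressed wild-type libraries served all 3 mutants. The paper's methods name an H4-S47 and an H4-T30 wild type, whereas the sample labels name only H4 WT. Whether this wild type matches each mutant in everything but the mutation is therefore not known. The authors mapped the reads with TopHat2 to the yeast genome, counted uniquely mapping reads on the genes of the Ensembl R64-1-1 annotation with featureCounts, and deposited the counts per gene without normalization. Whether the counting took the strand into account is not named in the paper's text.

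The counts covered 6746 genes, of which 6668 had at least 1 count in any library. They summed to between 10212777 and 19503694 per library, with a median of 14662715. Replicates differed by more than counting error, so the spread between replicates sets the precision of every test. Counts at or under 3 were taken as the floor of a library, and no fold change is given against a group whose libraries are all at the floor.

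Genes were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, which left 6209 genes tested and 537 not tested, and libraries were scaled by TMM, with factors between 0.819 and 1.33. A quasi-likelihood model with 1 mean per group was fitted to all libraries (common dispersion 0.00653, prior degrees of freedom 10.9). Wild-type responses were tested with glmTreat against a log2 fold change of 1. Interactions and differences without stress were tested against 0 with glmQLFTest, and differences without stress were counted where the estimated change was also past 2-fold. The Benjamini-Hochberg adjusted p had to be under 0.05. There were 8 such comparisons: 2 responses of wild type, 3 interactions and 3 differences without stress. The difference between the heat responses of H4-T30D and H4-T30A was tested in the same model. For the median response of a library, log2 CPM with a prior count of 2 was compared with the mean of the non-stressed libraries of the same strain, and strains were compared by two-sided exact permutation tests. Since the libraries of a strain share this mean, the tests leave out the spread between non-stressed libraries.

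Gene positions and annotations came from the reference annotation of the R64 assembly, the assembly the authors counted on. Identifiers were matched by locus tag for 6025 genes and by symbol for 31, and 690 were not matched and have no position here. In place of the authors' enrichment over all terms, 3 sets were taken from the annotation and tested by Fisher's exact test within the stress-responsive genes: 137 ribosomal protein genes, 307 genes of ribosome biogenesis or rRNA processing (70 of them ribosomal protein genes), and 103 genes of amino acid biosynthesis or catabolism. Odds ratios were computed with 0.5 added to every cell.

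The genes named in the text were chosen by a rule. It takes every gene the paper names beside its RNA-seq, reporter or northern blot results, including the histone H3 and H4 genes, the 3 genes with the largest called change in each direction for each wild-type response, and, for each mutant, the 3 with the largest called change in each direction without stress and for the interaction within the stress-responsive genes. For the mutants, only genes with a mean of at least 10 counts over all libraries and no overlap between the groups were taken. Genes with symbols starting in HSP were otherwise reported as a group. A gene outside the rule is said to be so where it is named.

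The alternatives were DESeq2's size factors, upper-quartile scaling and scaling by library totals in place of TMM, stricter and absent filters on low counts, replicate numbers as a block, a robust fit, other thresholds, stress-responsive genes defined from the average of both strains, adjustment within the stress-responsive genes, fits to the libraries of each comparison alone, DESeq2 1.42.0 on all libraries and on those of each comparison, another pseudocount for the medians, and each library left out in turn. Upper-quartile factors and CPM came from edgeR, which uses limma 3.58.1. Plots were drawn with Python 3.11 and matplotlib 3.10.9. The tests were tested on simulated data with the spread and depth of these libraries, in which edgeR recovered 200 of 200 wild-type responses simulated at a log2 fold change of 2, 198 of 200 interactions of 1 and 200 of 200 differences without stress of 1.5, and called 10 unchanged genes for the interaction and 16 for the difference without stress. With no gene changed, it made no call for the interaction, and the other 2 tests were not run on such data.

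Lists of targets of transcription factors and kinases were not used here. The flow cytometry, northern blot, ChIP, kinase and growth experiments were not analysed here.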

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

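The tests on shared index sequences, on reads passing between libraries and on RNA of osmostressed cells were chosen only after the results they concern were seen, and so was the separate count of arrangements that mix replicates, while the other tests on the heat responses of H4-T30D and H4-T30A were chosen earlier.

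The heat responses of H4-T30D and H4-T30A cells differed in 560 genes when the difference between both mutants was tested directly in the model fitted to all 27 libraries, 325 with a lower and 235 with a higher response in H4-T30D. Of these genes, 195 of 978 were heat-induced in wild-type cells and 141 of 955 heat-repressed. The median difference was −0.25 in the induced and 0.23 in the repressed genes on the log2 scale. One scaling factor applied to every gene of a library would have moved both medians the same way, and their signs were the same under 0 of the 4 scalings. Exchanging libraries between both mutants in the 12 libraries of the comparison, so that all same-numbered pairs were still parted, gave at least as many genes in 2 of 32 arrangements, the real one included (1355 genes against 1977 in the other). That other arrangement exchanged all 3 non-stressed libraries and none of the stressed ones, so that it kept every group of replicates whole and measured the strains' difference added up over both conditions. It is therefore no grouping by chance, and the share of 2 of 32 does not decide whether chance groupings give as many genes. The 30 arrangements that mix replicates gave at most 1009 genes. Both mutants differ from each other in the residue at position 30. Batches of growth or sequencing are not named in the labels or the paper's text and were not tested. A biological difference between the mutants is a hypothesis, since it was found and tested on the same data.

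HHF2, the histone H4 gene on chromosome XIV, had 141 counts in wild-type heat replicate 3 and 156 counts in H4-S47D osmostress replicate 1, against 2 to 19 counts (median 8) in the other 25 libraries. The paper gives a genotype in which both native H3 and H4 gene pairs are replaced for its histone libraries, and it does not analyse HHF2 in its RNA-seq. The other H3 and H4 genes had reads in every library. HHF1 had 211 to 942 counts, and HHT1 and HHT2 had means of 1196 and 1532 counts. The counts of these genes thus do not show a loss of both pairs. The same 2 libraries were highest for MET17 (63 and 59 counts, at most 32 elsewhere), LYS2 (43 and 29, at most 4), LEU2 (26 and 36, at most 3) and CAN1 (99 and 56, at most 14), genes chosen after their values were seen. For all of these apart from CAN1, the next highest library was H4-T30D without stress replicate 2. A candidate explanation is that reads of another library with the same index sequence, made from a strain that carries these genes, were assigned to these libraries. Both libraries carry the same index sequence, and the share of all pairs of libraries that do so is 0.0285 (10 of 351 pairs). Reads passing between these 2 libraries alone do not account for the counts, since the STL1 counts of wild-type heat replicate 3 predict a share of 0.0236 of its HHF2 counts (3.33 counts). No library from such a strain was among those analysed, so the source was not tested further. H4-T30D without stress replicate 2 carries a different index sequence, so an index shared with the 2 libraries does not cover its counts. H4-T30A heat replicate 3, which shares the index of that H4-T30D library, had 0 MET17 and 15 HHF2 counts. No biological explanation was tested, since the other replicates of the same conditions do not show the counts.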

How the results depend on the processing

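The reported settings and nearly all alternatives were set before the data were examined. DESeq2 with shrunken fold changes, fitted to the libraries of each comparison, was chosen after seeing the data, and so were all alternatives for the direct comparison of H4-T30D with H4-T30A.

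Leaving aside the fits without single libraries, 287 values of counts, gene sets and medians stayed within their limits, 56 moved, and 11 passed a threshold that the reported value did not pass, all 11 for the amino acid genes. None lost its threshold and none changed direction. For the single genes tested at a claim, 146 values stayed on their side of the threshold and 4 came to pass it. Over all 8 comparisons of every gene taken by the rule for named genes, 41 of the 213 that passed an adjusted p of 0.05 lost it in at least 1 alternative, and 26 of the 227 that did not came to pass it. Among those named, the interaction of RIM4 in H4-T30A lost it in 8 of 11 alternatives, that of YOR329W-A in H4-T30D in 6 of 10, and that of YFL015C in H4-S47D in 1 of 10. Without stress in H4-T30A, the calls of COX26 (3 of 10), COS12 (1 of 10), RUF5-1 and RUF5-2 (1 of 11 each) were lost too. With each of the 27 libraries left out in turn, 238 values stayed, 38 moved and 12 came to pass a threshold. For the results that changed, the cause was not tested.

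The wild-type responses kept within 1.5 times their reported numbers under every alternative that used all replicates (580 to 1079 induced and 563 to 945 repressed genes upon osmostress, 738 to 1244 and 840 to 1153 upon heat stress). The same held for the smaller induction (381 to 614 genes) and weaker repression (350 to 472) in H4-S47D cells. Under the same alternatives the odds ratios were 1.97 to 2.58 for ribosome biogenesis genes and 13.2 to 24.4 for ribosomal protein genes, and their tests passed throughout. The number of genes whose heat response differed between H4-T30D and H4-T30A, reported as 560, was 717 with library totals, 358 with a replicate block within each strain, and 1355 (edgeR) and 1261 (DESeq2) with the libraries of both mutants alone. Under the 7 other alternatives it was 542 to 701, and 352 to 545 across the 12 fits that each left out one of its libraries.

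With library totals in place of TMM, 16 genes outside the heat-responsive genes were altered in H4-T30A cells. Without stress, 20 genes were lower in H4-S47D, 9 higher and 3 lower in H4-T30A, and 291 higher and 8 lower in H4-T30D. This scaling shifted the median of all genes without stress by 0.18 in H4-S47D, 0.11 in H4-T30A and 0.20 in H4-T30D on the log2 scale. More genes were higher than lower in H4-S47D and H4-T30D under every scaling (90.1% to 96.9% and 89.9% to 97.3% of the genes called), whereas in H4-T30A the share of higher genes went from 44.4% to 75.0% under library totals. The median responses differed from wild type by −0.40 and 0.52 in the induced and repressed genes of H4-S47D, and by −0.46 and 0.095 in those of H4-T30D. With DESeq2's size factors in edgeR, 11 genes had a smaller induction in H4-T30A, the medians were −0.54 in the induced genes of H4-S47D and −0.27 and 0.29 in the induced and repressed genes of H4-T30D, and the odds ratio of amino acid genes was 8.71 (p = 0.00168, Fisher's exact test). With upper-quartile factors this odds ratio was 7.14.

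With at least 10 counts required in every library, the genes higher without stress were 288 in H4-S47D, 2 in H4-T30A and 96 in H4-T30D, and the medians of the induced genes were −0.53 in H4-S47D and −0.29 in H4-T30D. Without the filter, the odds ratio of amino acid genes was 3.42. A pseudocount of 0.5 moved the median of the induced genes of H4-S47D to −0.63.

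Same-numbered libraries of different groups did not move together, with a mean correlation of −0.00256 against 0.00134 for other pairs. With the replicate number as a block, 6 genes outside the heat-responsive genes were altered in H4-T30A and the odds ratio of amino acid genes was 3.36. With a replicate block within each strain, 9 genes had a smaller induction in H4-T30A, 4 and 219 genes outside the heat-responsive genes were altered in H4-T30A and H4-T30D, 2 genes were higher without stress in H4-T30A, and the odds ratio was 4.20.

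With stress-responsive genes tested against 0, the odds ratio of amino acid genes was 5.40. With these genes defined from the average of both strains, it was 4.18, and the medians of the induced genes were −0.032 in H4-T30A and −0.31 in H4-T30D. Tested against a log2 fold change of 1, the higher and lower genes without stress were 256 and 7 in H4-S47D, 1 and 0 in H4-T30A (5 lower at an unadjusted p under 0.05) and 37 and 3 in H4-T30D.

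Fitted to the libraries of each comparison alone, edgeR called 697 genes outside the osmostress-responsive genes in H4-S47D, and a smaller induction of 9 genes in H4-T30A and 163 in H4-T30D. Outside the heat-responsive genes it called 2 and 204 genes. Without stress it called 1 higher and 2 lower genes in H4-T30A, and the odds ratio of amino acid genes was 21.7. DESeq2 on all libraries called a weaker repression of 7 genes in H4-T30A and 271 in H4-T30D, 19 genes outside the heat-responsive genes in H4-T30A, and an odds ratio of 33.8. On the libraries of each comparison, DESeq2 called a smaller induction of 191 genes in H4-T30D, a weaker repression of 5 in H4-T30A, 2 genes higher without stress in H4-T30A, and an odds ratio of 44.5. With shrunken fold changes, chosen after seeing the data, the smaller induction in H4-T30D counted 191 genes, the weaker repression in H4-T30A 5, and the odds ratio was 44.4. The lower genes without stress were then 23 in H4-S47D, 0 in H4-T30A (324 at an unadjusted p under 0.05 without a threshold on the change) and 4 in H4-T30D, and the higher genes 1 in H4-T30A and 53 in H4-T30D.

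Across the fits that each left out one library, the smaller induction in H4-T30A counted 9 to 29 genes, the weaker repression 3 to 6, and the altered genes outside the heat-responsive genes 3 to 45. For H4-T30D the weaker repression counted 100 to 252 genes and the genes outside 189 to 523. In H4-T30A, 2 to 9 genes were higher and 3 to 7 lower without stress. The medians of the induced genes were −0.61 to −0.55 in H4-S47D, −0.11 to −0.062 in H4-T30A and −0.37 to −0.30 in H4-T30D, and the odds ratio of amino acid genes was 3.52 to 8.97. The smaller induction in H4-S47D counted 489 to 537 genes and that in H4-T30D 229 to 350, both within 1.5 times the reported numbers. The odds ratio of ribosomal protein genes was 8.05 to 29.8.

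Of the genes named, CTT1 passed the threshold for the interaction in H4-T30A under library totals (adjusted p = 0.0144, edgeR) and with DESeq2 on the libraries of the comparison (0.0494), with a range of 0.0144 to 0.258 over its alternatives. STL1 passed it in H4-S47D with edgeR and DESeq2 on the libraries of the comparison (adjusted p = 7.36e-06 and 4.23e-17), with a range of 4.23e-17 to 0.250. Its log2 fold change upon heat stress in wild-type cells was 1.72 without replicate 3, and DESeq2 gave it no adjusted p there in either fit, so those values were not run. Depth limits the genes at or under 3 counts in a whole group, such as YDR008C and YOL085C in non-stressed wild-type cells, for which no fold change is given, and the 537 genes that were not tested. Whether the number of replicates limits the low numbers for H4-T30A was not tested, since no interaction under a log2 of 1 was simulated.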

Differences from the paper's values

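The setting with shrunken fold changes in DESeq2, fitted to the libraries of each comparison, was chosen only after the values were seen. The other alternatives named here were set before the data were examined.

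For H4-S47D, 24.8% of the genes outside the osmostress-responsive genes had an altered response, and the paper's value is 15.55%. The first is a percentage of tested genes, whereas the total in the paper's table equals all annotated genes less the responsive ones. Over the 5173 annotated genes outside the responsive ones it was 22.2%, which is within 1.5 times the paper's value. This basis was chosen after the values were seen. The numbers of genes, 1149 here and 852 in the paper, were within 1.5 times of each other too. As a percentage of tested genes, the value was within 1.5 times the paper's under 6 of 13 alternatives: 18.0% with library totals, 22.4% without a filter, 20.8% with a replicate block within each strain, 14.9% with the libraries of the comparison alone, 22.9% with DESeq2 on all libraries and 15.8% with DESeq2 on the libraries of the comparison. The other alternatives that used every replicate left the gap open. With each library left out in turn, the percentage was within this limit in 10 of 12 fits. With shrunken fold changes, chosen after seeing the values, it was 15.8%.

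For H4-T30A, 3 heat-repressed genes (0.314%) had a weaker repression, and the paper's values are 5 genes and 0.60%. The gap closed under 3 of 14 alternatives, with 4 genes (0.41%) under library totals, 7 (0.771%) with DESeq2 on all libraries and 5 (0.595%) with DESeq2 on the libraries of the comparison, and stayed open under the others. It also closed in 3 of the 12 fits that each left out a library. With shrunken fold changes, chosen after seeing the values, there were 5 genes (0.596%).

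For H4-T30D, 334 heat-induced genes had a smaller induction, and the paper's value is 200. Under 7 of 14 alternatives the number was within 1.5 times the paper's: 244 with DESeq2's size factors, 277 with upper-quartile factors, 280 with a replicate block within each strain, 291 with responsive genes defined from the average of both strains, 163 with the libraries of the comparison alone, 258 with DESeq2 on all libraries and 191 with DESeq2 on the libraries of the comparison. The others of these 14 left the gap open. Of the 12 fits that each left out a library, 6 closed it. With shrunken fold changes, chosen after seeing the values, the number was 191. Among the heat-repressed genes, 18.0% had a weaker repression, and the paper's value is 29.47%. This gap closed under 6 of 14 alternatives: 25.8% with DESeq2's size factors, 22.5% with upper-quartile factors, 24.9% with adjustment within the responsive genes, 23.6% with the libraries of the comparison alone, 29.9% with DESeq2 on all libraries and 29.4% with DESeq2 on the libraries of the comparison. The percentage was 29.4% with shrunken fold changes, chosen after seeing the values. Of the 12 fits that each left out a library, 2 closed this gap.

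Without stress, 39 genes were lower in H4-S47D cells, and the paper shows about 23 in Supplementary Figure S3A, read by eye. The gap closed with upper-quartile factors (28), library totals (20), at least 10 counts in every library (26) and the libraries of the comparison alone (32), and with no other alternative set beforehand. In H4-T30A cells, 4 genes were higher and 5 lower, and the paper shows about 1 and about 0 in Supplementary Figure S3C, read by eye. A test against a log2 fold change of 1 gave 1 and 0 (5 lower at an unadjusted p under 0.05), the libraries of the comparison alone gave 1 higher gene, and no other alternative set beforehand closed these gaps. In H4-T30D cells, 184 genes were higher and 18 lower, and the paper shows about 53 and about 3 in Supplementary Figure S3C, read by eye. A test against a log2 fold change of 1 gave 37 and 3, and none of the other alternatives set beforehand closed these gaps. With shrunken fold changes, chosen after seeing the values, all of these gaps without stress closed. There were 23 genes lower in H4-S47D, 1 higher and 0 lower in H4-T30A (324 lower at an unadjusted p under 0.05 without a threshold on the change), and 53 higher and 4 lower in H4-T30D. The paper names DESeq2 and does not state whether its fold changes were shrunken.

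The paper states that genes down-regulated in H4-T30D upon heat stress are enriched for amino acid biosynthesis. The set tested here also holds genes of amino acid catabolism. Its odds ratio was 3.26 (p = 0.0529, Fisher's exact test), and the test passed 0.05 with DESeq2's size factors, upper-quartile factors, no filter, either replicate block, responsive genes tested against 0 or defined from the average of both strains, the libraries of the comparison alone, and DESeq2 on all libraries or on those of the comparison. It passed with shrunken fold changes too, which were chosen after seeing the values. With each library left out in turn, the test passed 0.05 in all 12 fits. The paper describes CTT1 as diminished in heat-stressed H4-T30A cells by northern blot. Here its interaction was −0.49 (adjusted p = 0.126, edgeR), and it passed the threshold under library totals and with DESeq2 on the libraries of the comparison (adjusted p between 0.0144 and 0.258 over the alternatives). The blot measures the level upon stress relative to ENO1, not an interaction. That level, as CPM, was lower here too, with 1487 ± 45.6 in heat-stressed H4-T30A and 2197 ± 150 in heat-stressed wild-type cells (SD, n = 3). The paper describes the ALD3 reporter as unaffected by H4-T30D upon heat stress by flow cytometry. The interaction of the ALD3 transcript was −0.86 here (adjusted p = 1.54e-05, edgeR).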

Other observations

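The test of RNA of osmostressed cells on STL1, the separate count of arrangements that mix replicates and the count of higher genes away from chromosome ends were chosen only after the results were seen, and the other tests in this part were chosen earlier. All of them use the data in which the patterns were found.

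H4-S47D cells had a smaller induction and a weaker repression upon osmostress. A candidate explanation is a different level before stress. The level without stress made up a median share of 0.82 of the interaction over the 528 induced genes called (0.675 over the 393 repressed genes), and 471 and 334 of them also differed without stress. Selection of the responsive genes on the wild-type libraries would inflate the share of genes called, but among genes induced on average over both strains 61.1% were called. The medians of the induced and repressed genes had the same sign under 0 of the 4 scalings, which a scaling factor would require. For H4-T30D upon heat stress, the median share was 0.681 over the 334 induced genes called (0.936 over the 172 repressed genes), 31.1% were called among genes induced on average over both strains, and the signs were the same under 0 of the 4 scalings. In both mutants the median shares were above 0.5, so the altered response of the called genes lay for the most part in the level before stress. The share and the interaction use the same non-stressed libraries.

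Other arrangements of the libraries were counted for every number of genes called, with libraries exchanged between the groups so that all same-numbered pairs were still parted. For the 4 wild-type responses and the 6 numbers of genes that differ without stress, 1 of 4 arrangements gave a number as large, the real one, and the others called 0 genes (at an unadjusted p under 0.05, 0 to 2 for the wild-type responses and 14 to 426 for the differences without stress). A share under 0.05 cannot be reached with 4 arrangements, so this count decides nothing about these results. For the interactions there are 32 arrangements, fitted to the 12 libraries of each comparison. In H4-S47D, numbers as large were given by 2 arrangements for the smaller induction (418 genes against at most 593), 2 for the weaker repression (384 against 462), 5 for the genes outside the osmostress-responsive genes (688 against 2104) and 3 for the ribosome biogenesis genes. In H4-T30A they were given by 5 for the smaller induction (9 against 77), 5 for the weaker repression (3 against 31) and 8 for the genes outside (2 against 196). In H4-T30D they were given by 3 for the smaller induction (168 against 311), 3 for the weaker repression (231 against 304), 5 for the genes outside (197 against 1052), 5 for the ribosomal protein genes and 1 for the amino acid genes. The share was 0.0312 for the amino acid genes, where the p of the real arrangement, 0.000192 (Fisher's exact test), was close to the 0.000207 of the next, and it was above 0.05 for the other results. The arrangement that exchanged all 3 non-stressed libraries between the strains was as large as the real one in each of these results apart from the amino acid genes. It keeps every group of replicates whole, and therefore adds up the strains' differences over both conditions instead of subtracting them, so that it is no grouping by chance and the shares above do not decide the matter. The 30 arrangements that mix replicates gave at most 389 genes for the smaller induction and 338 for the weaker repression in H4-S47D, both below the real numbers. For the other interaction results in the 3 mutants, apart from the amino acid genes, at least 1 of these 30 arrangements was as large. Every arrangement but the real one was scored in whichever direction of the strains gave the stronger result. The real one was scored in its own direction only, which favours the others. Some of the 30 exchange only 1 pair of libraries and so keep most of the real grouping. These counts therefore do not show that chance gives as many genes.

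More genes were higher than lower without stress in H4-S47D cells. The higher genes were no more than the lower ones under 0 of the 4 scalings. Low counts alone do not account for the pattern, since among genes above the median of 36.0 CPM 116 were higher and 15 lower, and neither does a gained or lost chromosome, since the median of no chromosome lay farther than 0.0882 from that of all genes on the log2 scale. Wild-type osmostress-induced genes were more frequent among the higher genes (204 genes, 41.8%, against 10.3% of the others, odds ratio 6.24). A candidate explanation is therefore that part of the osmostress response is active before the stress. Both lists are measured against the same non-stressed wild-type libraries, which alone would give some overlap. How much of the odds ratio this makes up was not tested. Genes within 20 kb of a chromosome end were more frequent as well (odds ratio 12.6), but 291 of the 387 higher genes with a known position lay farther away, against 39 lower genes in all, so chromosome ends alone do not account for the excess. With positions known for 79.3% of the higher genes, the share that ends contribute cannot be told. In H4-T30D cells the higher genes were no more than the lower ones under 0 of the 4 scalings, 23 genes were higher and 6 lower above the median CPM, and the median of no chromosome lay farther than 0.0429 from that of all genes. The odds ratio was 4.40 for wild-type heat-induced genes (80 genes, 43.5%) and 10.4 for genes near chromosome ends. The odds ratio of the heat-induced genes has the same limit, since its lists share the non-stressed wild-type libraries. Positions were known for 76.6% of the higher genes, and 103 of these 141 genes lay farther away, against 18 lower genes in all.

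H4-S47D and H4-T30D cells changed in similar ways without stress, with 155 of the 184 genes higher in H4-T30D higher in H4-S47D too. Lower in both were 5 genes, namely 15S_rRNA, KEI1, AGA2, TAR1 and CUP1-2, of which 15S_rRNA and KEI1 were chosen after their values were seen. In non-stressed wild-type cells, 15S_rRNA was at 1.81 ± 1.85 CPM (7 to 70 counts) and TAR1 at 2.54 ± 2.34 CPM (14 to 93 counts). The decreases of these genes thus rest on wild-type libraries that differ widely. Both comparisons share the wild-type libraries, which alone would make them similar. With different wild-type libraries for each mutant, the mean correlation across genes, which are not independent replicates, was 0.569, against 0.773 with the same libraries. The shared libraries therefore do not account for all of the similarity. H4-T30A cells, compared with the same wild-type libraries, had 4 higher and 5 lower genes. A change that both mutants have in common is a hypothesis, found and tested on the same data.

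The weaker repression of ribosomal protein genes in H4-T30D may have technical sources, and those tested did not account for it. Of the ribosomal protein genes without a paralogous copy, 68.4% (13 of 19) were called, so reads shared between paralogs do not account for the pattern. Among 10000 draws of repressed genes with matched counts, at most 48 of 135 genes were called, against 85, a share of 1e-04, the smallest these draws can give. For the ribosome biogenesis genes in H4-S47D, at most 135 were called in such draws, against 153, a share of 1e-04 as well. As given above, other arrangements of the libraries were as large for both sets, 3 that mix replicates for the ribosomal protein genes and 1 for the ribosome biogenesis genes.

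STL1 had 1361 counts in wild-type heat replicate 3 and 55 and 46 in replicates 1 and 2. A candidate explanation is RNA of osmostressed cells in that library. Over 13 other genes that respond to osmostress and not to heat, the median excess of this library was 1.97% of the wild-type osmostress level, the highest of the 9 heat libraries (0.257% in the next, H4-T30D heat replicate 3), and the excess of STL1 was 2.24%. Wild-type heat replicate 3 carries the same index sequence as H4-S47D osmostress replicate 1. Its STL1 excess was 2.14% of the STL1 counts of that library. TRP1, high in H4-S47D libraries, had 47 counts in wild-type heat replicate 3 against 6 and 4 in replicates 1 and 2, whereas YDR008C had 0. The test on osmostress genes therefore cannot tell RNA in the sample from reads of another library. The STL1 excess adds to the spread of wild-type heat libraries.

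TRP1 had 2449 to 5685 counts in the 6 H4-S47D libraries and 1 to 55 in all others, and YDR008C 225 to 426 against 0 to 2. URA3, chosen after its values were seen, was at 537 ± 26.2 CPM in non-stressed H4-S47D cells and 119 ± 11.7 CPM in non-stressed wild-type cells (SD, n = 3). The paper gives a trp1 allele and a URA3 marker in the genotype of its H3 and H4 library. It does not name the markers of the H4-S47D strain that was sequenced. The differences in TRP1, YDR008C and URA3 may therefore come from strain markers and cannot be assigned to the mutation. Differing markers would be a limit on every comparison of H4-S47D with this wild type, not on these genes alone. ENO1, the loading control of the paper's northern blots, was higher in heat-stressed than in non-stressed wild-type cells by 1.23 (adjusted p = 0.0271, edgeR), a call that was lost in 5 of 11 alternatives and in 4 of the 6 fits that left out a library, and higher in H4-S47D than in wild-type cells without stress by 1.08 (adjusted p = 1.63e-08) on the log2 scale. Of the kinase genes, STE20 had an interaction of 0.39 in H4-S47D (adjusted p = 0.00307), and CLA4, STE11 and SKM1 had interactions of 0.25, −0.05 and −0.17 with adjusted p of 0.117, 0.752 and 0.352.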
